# A nested parallel experiment demonstrates differences in intensity-dependence between RNA-seq and microarrays

**DOI:** 10.1093/nar/gkv636

**Published:** 2015-06-30

**Authors:** David G. Robinson, Jean Y. Wang, John D. Storey

## Abstract

Understanding the differences between microarray and RNA-Seq technologies for measuring gene expression is necessary for informed design of experiments and choice of data analysis methods. Previous comparisons have come to sometimes contradictory conclusions, which we suggest result from a lack of attention to the intensity-dependent nature of variation generated by the technologies. To examine this trend, we carried out a parallel nested experiment performed simultaneously on the two technologies that systematically split variation into four stages (treatment, biological variation, library preparation and chip/lane noise), allowing a separation and comparison of the sources of variation in a well-controlled cellular system, *Saccharomyces cerevisiae*. With this novel dataset, we demonstrate that power and accuracy are more dependent on per-gene read depth in RNA-Seq than they are on fluorescence intensity in microarrays. However, we carried out quantitative PCR validations which indicate that microarrays may demonstrate greater systematic bias in low-intensity genes than in RNA-seq.

## INTRODUCTION

Since the introduction of RNA sequencing (RNA-Seq) for measuring mRNA expression, one important question has been how the technology compares to microarrays in power and accuracy. Experiments have been carried out to compare microarrays and RNA-Seq, with some concluding that RNA-Seq shows greater power, accuracy and dynamic range (1,2) and others challenging that conclusion (3,4).

We carried out a genome-wide gene expression experiment in a controlled setting on the yeast *Saccharomyces cerevisiae* in such a manner that the major sources of profiling variation can be unbiasedly partitioned and quantified (Figure 1). A single extraction of mRNA from each sample was quantified by both microarrays and RNA-seq in parallel. We multiplexed each lane of RNA-seq profiling so that it exactly mirrored the eight-array per chip design of the microarray platform that we utilized. This experiment allowed a direct and completely parallel investigation into the quantitative operating characteristics of RNA-seq gene expression profiling versus microarrays.

**Figure 1.**
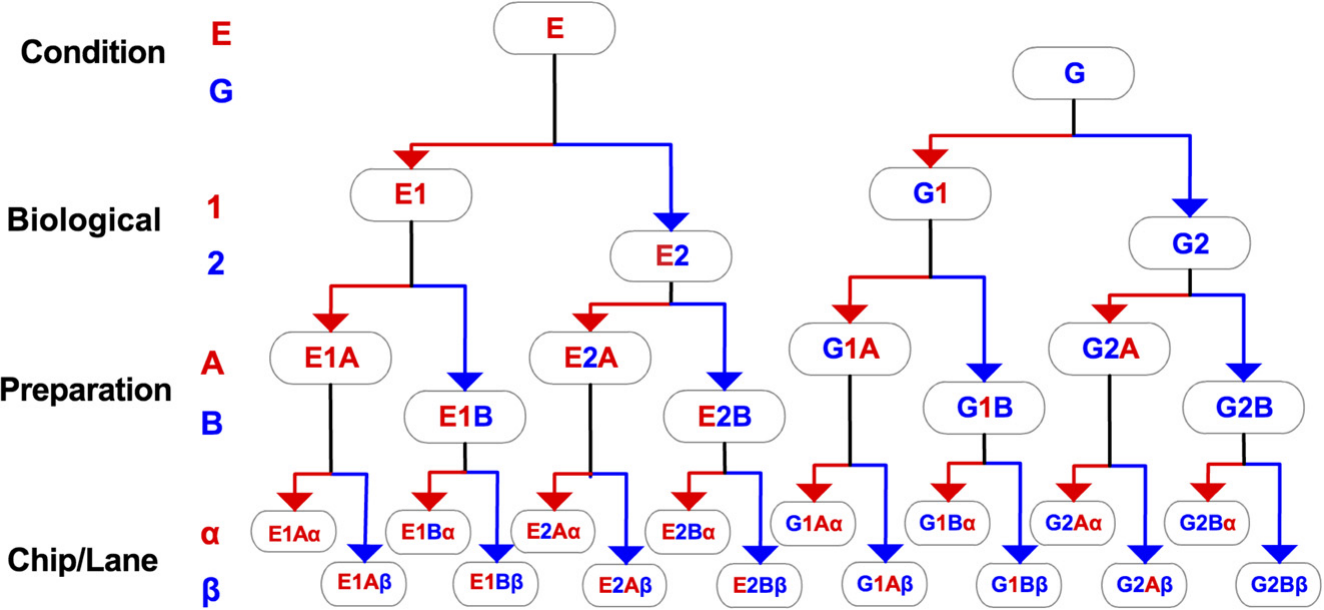
Schematic of the experiment. The Condition and Biological Replicate steps were performed irrespective of technology and these materials were then utilized in a technology-specific manner (microarrays or RNA-seq) for the Preparation and Chip/Lane steps.

We use this experiment to examine the variation added by the RNA-Seq and microarray technologies. Our analysis utilizes two informative strategies: decomposing the variation contributed by each technology into multiple stages, which is made possible by the nested design and analyzing the variation as a function of gene expression intensity, which is known to influence technology-specific variation in both microarrays (5,6) and RNA-Seq (7–9). (Throughout this paper, we utilize ‘intensity’ of a gene as a term for both fluorescence intensity in microarrays and per-gene read depth in RNA-seq, both of which are measurements of a gene's abundance subject to technology-specific biases and sources of variation.) We find that the variance contributed by RNA-Seq is more intensity-dependent than that from microarrays, a result that is statistically significant and is robust across multiple normalization methods and *R*^2^ metrics. However, comparisons to quantitative PCR (qPCR) validations show that microarray may show systematic biases in low intensities, possibly due to cross-hybridization. This has implications for the design of future experiments.

A novel characteristic of our experiment relative to previous microarray to RNA-Seq comparisons is that we utilized barcode multiplexing to combine RNA-Seq replicates on each of two sequencing lanes, meaning that technical variation added by library preparation and handling is now distinguishable from ‘sampling’ variation added by the lane. Also notable is that our analysis takes into account the effect that intensity has on variation (9), which has confounded previous comparisons (10). We thus examine which technology adds more variation as a function of per-gene depth or intensity.

## MATERIALS AND METHODS

### Yeast growth and gene expression profiling

#### Growth of yeast in chemostats

The experiment was performed using yeast haploid strain DBY 12000 FY, a S288C derivative containing the wild-type HAP1 allele. A single colony was split into two overnight cultures, one containing ethanol (E) limitation medium with 60 C-mM (carbon millimolar) and the other containing glucose (G) limitation medium with 27 C-mM as the carbon sources (row 1 of Figure 1). One milliliter of each culture was used to inoculate a chemostat. After the chemostats reached stasis, 10 ml culture was collected and frozen at −80°C (see Supplementary Methods). A second set of biological samples were prepared the same way on a different day.

#### Microarray and RNA-Seq

RNA was harvested from each of the four samples (row 2 of Figure 1). The four RNA samples were then processed twice on different days using the Agilent Quick Amp Labeling kit (Part no. 5190-0424) to produce eight cRNA libraries, each of which was then hybridized on two separate chips (Yeast Expression 8 × 15K arrays) on different days according to the factorial design. After the arrays were washed and scanned, features were extracted using the Agilent Feature Extraction software to determine red and green intensities.

The same four RNA samples were also processed using the Illumina TruSeq RNA Sample Prep v2 LS protocol. Each sample was prepared twice up to the 3′ end adenylation step, then each of the eight preparations was split into two aliquots, after which each was indexed and amplified to complete the RNA-Seq library preparation (row 3 of Figure 1). The two groups of eight samples that were indexed together were each mixed at equimolar concentrations and sequenced on separate lanes on the same Illumina HiSeq 2500 flowcell, to produce 141 bp reads. In total, we produced profiles from 16 RNA-Seq samples and 16 microarray samples with identically nested experimental designs (row 4 of Figure 1).

#### Quantitative PCR

To perform qPCR, the four RNA samples were treated with RNase-Free DNase Set (Cat # 79254, Qiagen) column digestion to remove DNA in the samples. Total RNA was quantified using Quant-iT RNA assay Kit (Q33140, Invirogen) and Biotek Synergy Mx plate reader. A total of 750 ng total RNA was used in the first strand cDNA synthesis (SuperScript III Reverse Transcriptase, Cat # 18080, Invitrogen). Prevalidated FAM-MGB Taqman probes and primers mix for all candidate genes were ordered from Life Technologies. A total of 96-well plates (Cat# N8010560, ABI) and optical adhesive cover starter kit (Cat # 4313663, ABI) were used. qPCR reactions were set up by combining Taqman Gene Expression Master Mix (Cat # 4369016, Life Technologies) and individual probe plus primer mix. The 20-μl qPCR reactions were run on ABI 7900 HT Sequence Detection System using the following thermal protocol: 50°C, 2 min; 95°C, 10 min; 40 cycles of 95°C, 15 s and 60°C, 1 min; 95°C, 15 s; 60°C, 15 s; 95°C, 15 s.

Any candidate genes with more than one band on agarose gel after qPCR were excluded from further analysis. Three replicates of RT-qPCR for each RNA sample starting from cDNA synthesis to qPCR reaction were performed. Each measurement was normalized based on the average across all genes in a biological replicate and the log-fold change was estimated based on the difference in average number of cycles between ethanol and glucose samples.

### Preprocessing and statistical analysis

#### Normalization and differential expression

We used bowtie2 with the default set of parameters to map the RNA-Seq reads to the yeast genome and used htseq-count to match reads against the *S. cerevisiae* R64 release of the reference genome from the Sacchromyces Genome Database. Microarrays were normalized after averaging all preparation and chip replicates within each biological replicate to create two E replicates and two G replicates. The matrix of RNA-Seq counts was first pooled within preparation and chip replicates, then was transformed using voom from limma, which also computed precision weights for each observation (11). This pooling was necessary for differential expression because while the replicates at later nested stages introduced variation, they were not full biological replicates and treating them as replicates in the differential expression analysis would be pseudoreplication that underestimates the within-group variation (12). 

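With each array counted as a replicate (8 per condition), a limma fit to the log2(Cy5/Cy3) values of 6206 ORFs called 5574 of them (89.8%) differentially expressed at a q-value of at most 0.05 and 4958 at a q-value of at most 0.01. That fit had 14 residual degrees of freedom, and the median standard error of log2(G/E) was 0.036. With the arrays averaged within the 4 biological samples there were 2 residual degrees of freedom and the median standard error was 0.060. Of the ORFs called after averaging, 4699 were also called when the 16 arrays were counted as replicates and 22 were not. Among the alternatives tried for this count, the Benjamini-Hochberg adjustment in place of the q-value moved it most, to 4808 ORFs.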

We tested for differential expression in each technology using a linear model with empirical Bayes shrinkage of t-statistics, implemented by limma version 3.24.0 (13).

#### Estimating contributions to variation

For calculations of the percent of variation explained, the microarray red/green log fold changes and the RNA-Seq log-transformed counts were compared, with the counts first transformed using voom (11). We compared multiple methods of normalizing both the microarray (MA) and RNA-Seq data (RS) between samples, using implementations in the normalizeBetweenArrays function in limma as well as the trimmed mean of M-values (TMM) (14) and relative log expression (RLE) (15) methods for RNA-Seq, but none made a qualitative difference in the resulting conclusions (Supplementary Figure S5).

For each gene, in both the normalized RNA-Seq or microarray data, we calculated the adjusted-*R*^2^, using a nested ANOVA on three linear models, which differed in which levels of the experiment were parameterized and which were left as residual variation (Supplementary Methods). The *R*^2^ estimates were then smoothed using LOESS across all genes based on their microarray intensity or RNA-Seq read depth.

## RESULTS

We carried out an experiment on both Agilent microarrays and Illumina RNA-Seq to investigate the effects of each source of variation on the inference of differential expression. We used the widely studied model organism *S. cerevisiae* to investigate differential expression associated with growth in different carbon sources, glucose (G) and ethanol (E), and we introduced steps to capture three additional factors or sources of variation. The sources of variation are: (i) Condition: biological condition of interest (G versus E); (ii) Biological Variation: natural biological variation between clonal populations; (iii) Preparation: sample handling and preparation; (iv) Chip/Lane: technical variation associated with either technology, such as array effects or lane effects.

Factors (i)–(iv) were sequentially nested, and at the stage of each nested factor, the sample was split such that each sample from the previous factor is balanced across both levels of the factor (Figure 1). Factors (i) and (ii) were performed only once to produce four samples of isolated RNA, while factors (iii) and (iv) were technology-dependent and therefore performed in parallel with microarrays and with RNA-Seq. 

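The 16 microarrays were Agilent yeast arrays read in 2 colours, with 15744 spots each. Cy5 labelled the cRNA of the sample and Cy3 labelled a pool of all the samples, and the dyes were not exchanged on any array. There were 8 arrays for ethanol and 8 for glucose: 2 biological samples per condition, each with the preparations A and B, and each preparation hybridized on chips 1 and 2. The authors deposited the output of the Feature Extraction software for every array, with intensities after background subtraction and after dye normalization within the array. The median of this processed Cy5 intensity per array lay between 1338 and 1697 in ethanol (median 1535) and between 1206 and 1721 in glucose (median 1565). Between 91.2% and 96.9% of the spots of yeast probes on an array were well above the Cy5 background by the software's criterion. For each array, log2 of the processed Cy5 over Cy3 intensity was averaged over the spots of a probe and over the probes of an ORF, leaving out spots that the software marked as non-uniform. This gave values for 6206 ORFs, of which 5740 took their gene symbols from the annotation of the R64 assembly and the other 466 kept the name used in the array's design. The values of the 4 arrays of a biological sample were averaged, and the 4 averages were quantile normalized, as the paper averages before normalizing but its text does not name the normalization used for the test. Analyses of single arrays used the 16 arrays quantile normalized together. Intensity is the mean processed Cy5 intensity over the 16 arrays. The comparison of glucose with ethanol rests on 2 biological samples per condition, and this number limits its precision.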

We took advantage of a similar design on Agilent yeast microarrays (eight hybridizations per chip) and Illumina RNA-Seq (eight indexed samples per lane) to mimic the same approach across the two technologies, resulting in 16 microarray and 16 RNA-Seq profiles that show the amount of variation added at each stage. The RNA-Seq experiment achieved a depth of 170.8 million reads, with depths of 89.6 million and 81.1 million on each of the two lanes. The number of reads in each of the 16 samples is shown in Supplementary Table S1.

### Differential expression

The biological goal of this experiment is to infer differential gene expression in *S. cerevisiae* strain DBY12000 (S288c Hap1+ Mat *a*) cultivated in balanced growth conditions in chemostats using either glucose or ethanol as the sole carbon source (condition of interest). The chemostat device helped minimize any variations in growth conditions (such as physiological state, temperature, nutrient composition, etc.) so the study could directly interrogate the factor of interest: transcriptional responses to different carbon sources (16). We fit a linear model and calculated a moderated t-statistic to detect differential expression in each case, after log-transforming the RNA-Seq counts and fitting precision weights to each observation (11,13). We specifically tracked a biologically relevant set of 30 genes known to be involved in processes relevant to glucose or ethanol metabolism, namely gluconeogenesis, glycolysis, the tricarboxylic acid (TCA) cycle and the pyruvate branchpoint (17). The results of our differential expression testing for each gene in both microarray and RNA-Seq are shown in Supplementary Table S2.

One goal is to assess to what extent RNA-Seq and microarray experiments agree in their assessment of differential expression. The number of significant genes in each technology for various false discovery rate (FDR) thresholds, along with the number of genes that overlap, are shown in Supplementary Figure S1. 

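In the microarrays, 4721 of the 6206 ORFs (76.1%) were differentially expressed at a q-value of at most 0.05, with 2351 higher in glucose and 2370 higher in ethanol (limma, 2 biological samples per condition). At a q-value of at most 0.01 there were 3364 ORFs. Of the ORFs at the first threshold, 335 changed by a log2(G/E) of at least 1 in size. The q-value method estimated the share of ORFs that did not change as 0.194. With a share this low, a q-value can lie below the unadjusted p, and ORFs with an unadjusted p above 0.05 can be called. SPS1 (YDR523C), for example, had a q-value of 0.0190 with an unadjusted p of 0.0615 from limma. The share called at the first threshold was 66.0% in the lowest decile of intensity, 84.9% in the second and 82.3% in the highest. The alternative that moved the first count most was the Benjamini-Hochberg adjustment, which gave 3342 ORFs. The count at the stricter threshold fell to 891 without the empirical Bayes shrinkage. With each biological sample left out in turn, the first count lay between 3811 and 4339. The highest log2(G/E) values among ORFs that changed in the same direction in all 4 pairings of a glucose with an ethanol sample were those of HXT2 (YMR011W), 5.34 (standard error 0.06), and DAK2 (YFL053W), 4.81 (standard error 0.09), followed by FAT3 with 4.39, HXT7 with 4.12 and ADY2 with 3.70. The lowest were those of PCK1 (YKR097W), -5.42 (standard error 0.09), and TPO2 (YGR138C), -4.58 (standard error 0.23), followed by ARN2 with -4.34, ICL1 with -4.24 and MLS1 with -4.12. Quantile normalization gives the most extreme ORFs of different samples the same values, so the spread between the samples of a condition is 0 for HXT2, DAK2 and ICL1 in ethanol and for PCK1 in glucose.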

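The microarray values were set beside the paper's RNA-Seq values over 881 ORFs, the part of Supplementary Table S2 that was used here, in the order of the systematic names. Across these ORFs, which are not independent replicates, the Spearman correlation of log2(G/E) between the microarray and the paper's RNA-Seq values was 0.766. The Spearman correlation of the p-values was 0.509. The signs of log2(G/E) were the same for 710 of the 881 ORFs. Among the alternatives tried, leaving out ethanol replicate 1 moved the correlation of log2(G/E) most, to 0.731.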

We found that the fold-change estimates for differential expression showed a greater agreement (Spearman correlation of 0.799) than did the *P*-values (Spearman correlation of 0.546) and therefore focused on the fold change estimates for quantitative comparisons. Figure 2a compares the estimated log_2_(G/E) fold change ratios between the two technologies, with the opacity of each point determined by the quantile of the microarray intensity or RNA-Seq read depth, whichever is lower. We also identify the 30 biologically relevant genes highlighted in color. The microarray intensity of each gene was calculated as the average cy5 fluorescence intensity across all samples (where cy5 is the channel corresponding to the samples of interest), while RNA-Seq depth was calculated as the total number of reads mapping to the gene across all samples. (The relationship between the intensity quantile and the absolute intensity in each technology is shown in Supplementary Figure S2.) The correlation between the two technologies is highly dependent on read depth and microarray intensity, with the lowest-intensity genes exhibiting the greatest noise and therefore the lowest correlation.

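In the same part of Supplementary Table S2, the ORFs were ranked by the lower of their 2 intensity quantiles and divided into 5 bins. The Pearson correlation between the microarray log2(G/E) and the paper's RNA-Seq log2(G/E) was 0.690 in the lowest bin of 177 ORFs (95% bootstrap interval over ORFs 0.567 to 0.787). It lay between 0.832 and 0.835 in the next 3 bins of 176 ORFs each, and it was 0.946 in the highest (0.909 to 0.966). The intervals of the lowest and the highest bin do not overlap. The median absolute difference between the technologies was 0.20 in the lowest bin, between 0.10 and 0.11 in the next 3 and 0.14 in the highest.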

**Figure 2.**
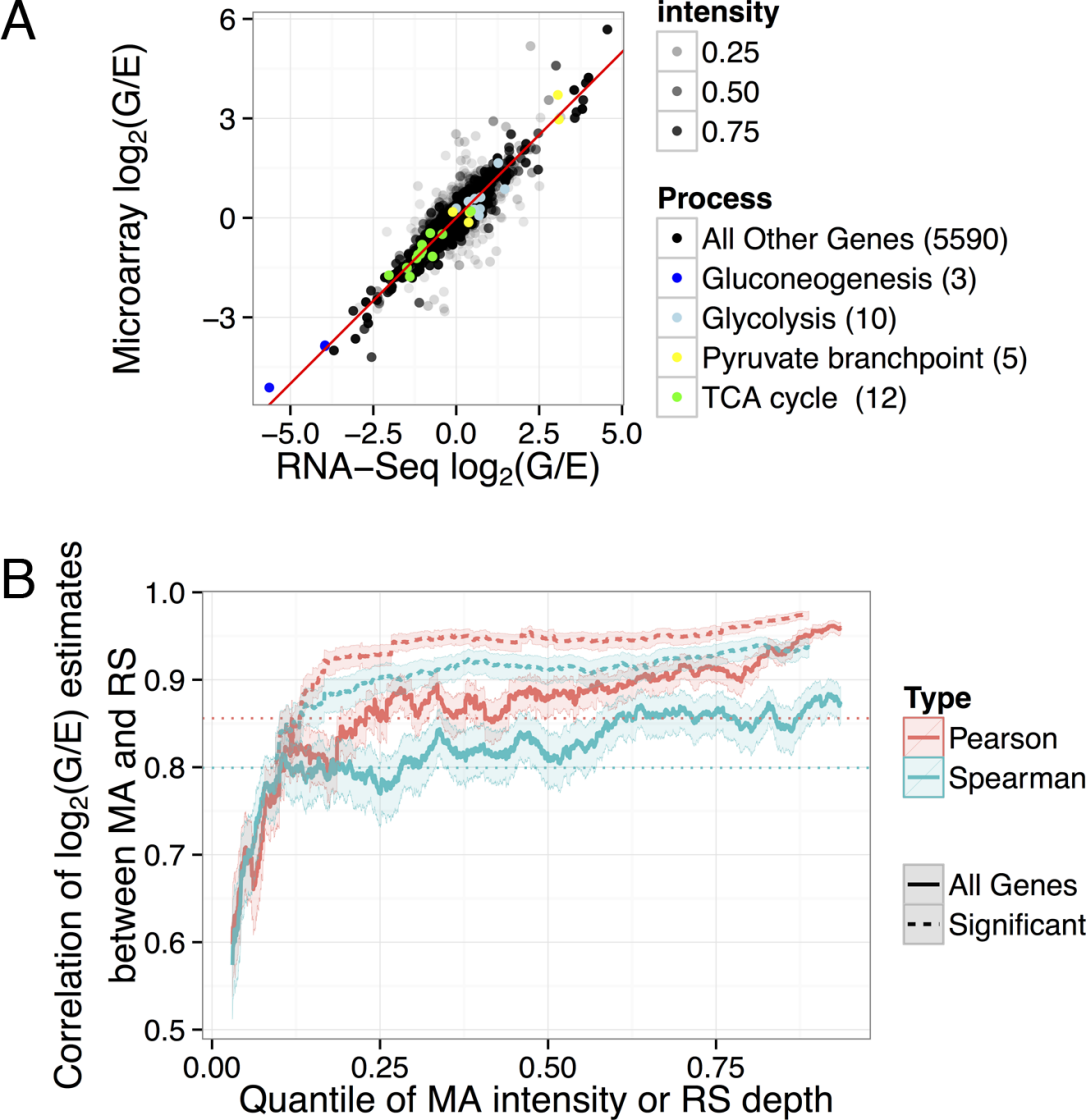
(**A**) Comparison between the log_2_(G/E) (log fold-change) estimates calculated from the RNA-Seq data (RS) or the microarray data (MA). The transparency of the points corresponds to the quantile of the intensity in microarray or RNA-Seq, whichever is lower. Thirty genes from biologically relevant pathways are highlighted in color. (**B**) Pearson or Spearman correlation of log_2_(G/E) estimate between microarray and RNA-Seq, within a 500 gene window rolling over microarray/RNA-Seq intensity ranking, shown with a 95% confidence interval (denoted by shaded regions). The dashed lines show the correlations for genes that were found to be significantly differentially expressed at FDR ≤1%. The correlation of all genes (0.856 Pearson, 0.799 Spearman) is shown as a horizontal dotted line.

Figure 2b shows how the Pearson and Spearman correlations between microarray and RNA-Seq effect size estimates depend on per-gene intensity, using a rolling window of 500 genes, ordered by intensity (again determined by the quantile of the microarray intensity or RNA-Seq read depth, whichever is lower). The Pearson correlation varies from 0.597 to 0.962, while the Spearman ranges from 0.574 to 0.884. The 30 genes in our biologically relevant set showed a 0.984 correlation of effect size estimates, which is understandable since almost all lie in the top 10% of read depth and microarray intensity. When only genes detected as differentially expressed in both technologies are considered, the correlation between the effect size estimates is higher, ranging from 0.810 to 0.975, but the intensity still has an effect on the agreement. The microarray and RNA-Seq assays identified as significantly differentially expressed 28 of the 30 biologically relevant genes at estimated FDR ≤5% (18), and the two technologies agreed on the direction of the change for all of these genes. This suggests that there is little difference between the two technologies in terms of estimating differential expression of high-intensity genes.

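The paper's text does not name its 30 genes, so 53 ORFs of glycolysis, gluconeogenesis and the glyoxylate cycle, the TCA cycle and the pyruvate branchpoint were listed before the data were examined. In the microarrays, 47 of the 53 were differentially expressed at a q-value of at most 0.05 when all ORFs were tested, and 42 when adjusted over the list alone by the Benjamini-Hochberg method. By the q-value over the list alone the count was 50, so the lower count comes with the change of method. Of the 47, 21 were higher in glucose and 26 higher in ethanol. In intensity, 46 of the 53 lay in the top 10% of all ORFs. The lowest log2(G/E) on the list were those of PCK1 (YKR097W), -5.42 (standard error 0.09), and ICL1 (YER065C), -4.24 (standard error 0.09). The highest were those of ALD4 (YOR374W), 3.58 (standard error 0.08), and ADH2 (YMR303C), 2.92 (standard error 0.09). These differences are many times the standard error from limma, which is shrunken across ORFs. Quantile normalization tied the glucose samples of PCK1 and the ethanol samples of ICL1, so their standard errors do not show the full spread. With each biological sample left out in turn, PCK1 lay between -5.65 and -5.18 and ICL1 between -4.47 and -4.07.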

### Percentage of variation explained

The primary goal of the factorial experiment is to determine the relative amount of variation added at each stage of the experiment for each of the two technologies. 

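For every pair of microarrays the Spearman correlation of log2(Cy5/Cy3) was computed across the 6206 ORFs. It was 0.906 ± 0.033 (SD over 8 pairs) between the 2 chips of a preparation and 0.780 ± 0.047 (16 pairs) between the 2 preparations of a biological sample. Between the 2 biological samples of a condition it was 0.742 ± 0.089 (32 pairs). Between ethanol and glucose arrays it was -0.465 ± 0.074 (64 pairs). The 32 pairs mix arrays of the same and of different preparations. In ethanol they lay between 0.783 and 0.818 for the same preparation and between 0.601 and 0.699 for different ones. In glucose these ranges overlapped, 0.689 to 0.890 and 0.581 to 0.860. The step from 0.780 to 0.742 therefore does not measure biological variation apart from preparation. The lowest correlation within a condition was 0.581 and the highest between conditions was -0.313, so pairs within and between conditions do not overlap. The pairs share arrays and are not independent. With only the ORFs well above background in both channels on at least 8 arrays, the alternative that moved these values most, the mean between chips rose to 0.973.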

Based on the correlation matrix (Supplementary Figure S3), the RNA-Seq and microarray assays easily distinguished between the ethanol and glucose samples and showed clustering within the chip/lane replicates, as expected from the experimental design. Any analysis should, however, consider the intensity-dependence of the variation that each technology contributes. We calculated the proportion of variation explained by the Condition, Biological and Preparation factors, as well as the residual variation due to the chip or lane, using a nested ANOVA analysis (‘Materials and Methods’ section). We computed this breakdown separately for each gene and smoothed the result across microarray intensity RNA-Seq depth using the local regression method, LOESS (Figure 3).

**Figure 3.**
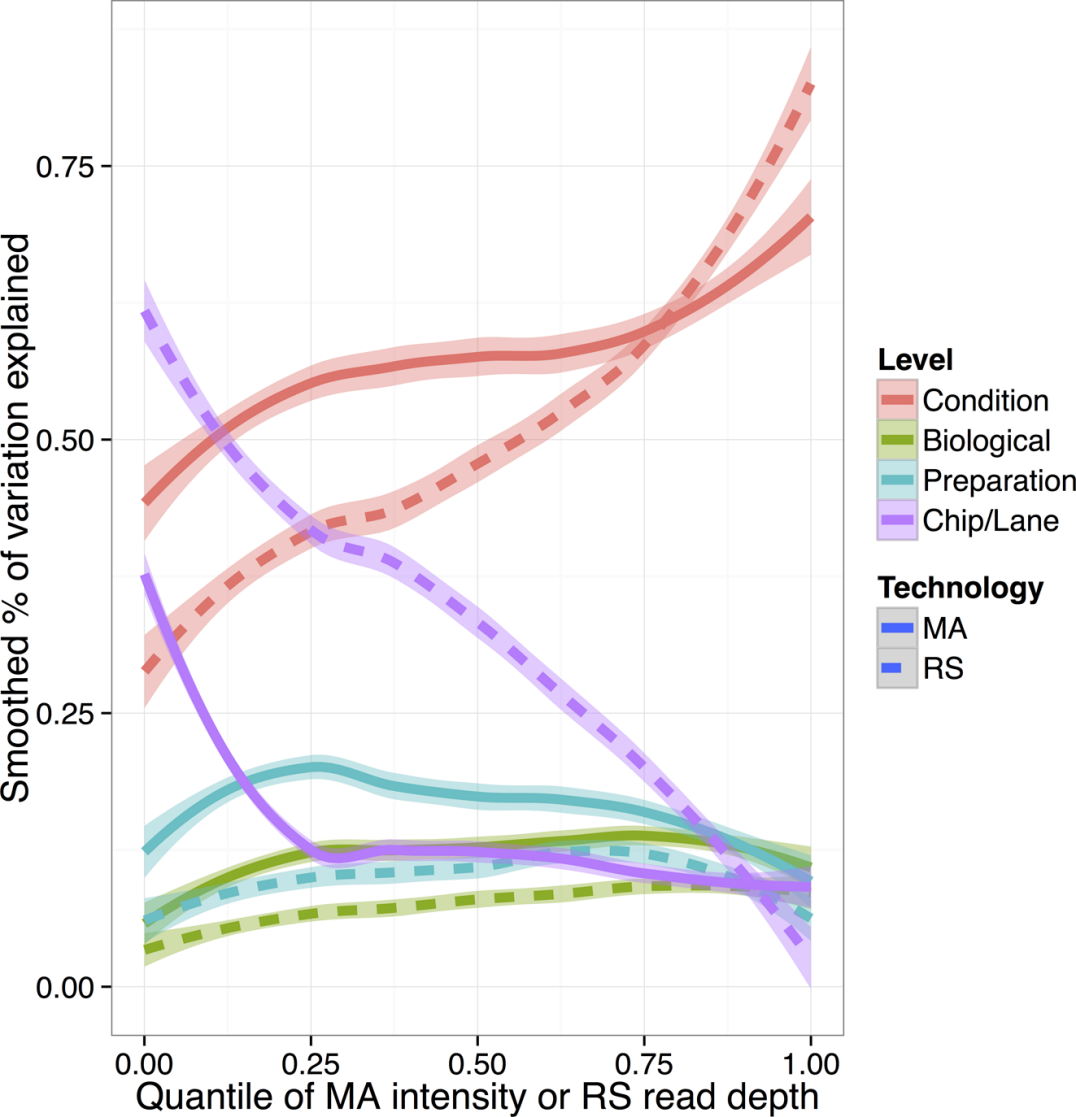
Percent of variance explained by each nested level of the experiment as computed by an ANOVA adjusted *R*^2^, and smoothed using LOESS across the intensity quantiles. Results from microarray data (MA) are shown in the solid lines and RNA-Seq data (RS) in the dashed lines. A 95% confidence interval is shown as the shaded region around each line.

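In the microarrays, the share of variance of each nested level was computed for each ORF as the difference between the adjusted R2 of successive linear models, as in the Supplementary Methods. Over all 6206 ORFs the mean share was 57.2% for condition, 12.1% for biological variation, 17.5% for preparation and 13.1% for chip. In the lowest decile of intensity (621 ORFs), condition took 30.3% (95% bootstrap interval over ORFs 27.4 to 33.1) and chip took 58.6% (54.9 to 62.5). In the highest decile, condition took 66.9% (64.2 to 69.4), preparation 14.3% (12.9 to 16.0) and chip 6.31%. Condition had the largest share in every decile but the lowest. Preparation had the second largest share in those 9 deciles. The alternative that moved these shares most was to keep only the ORFs well above background in both channels on at least 8 arrays, which set the chip share in the lowest decile to 17.1% and the condition share to 55.3%.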

In both technologies at almost all intensities, the largest sources of variation were the treatment (ethanol versus glucose) and the chip/lane, in a tradeoff that depended strongly on intensity or read depth. The analysis indicated that the variance due to RNA-Seq lane at low-intensity genes was greater than that due to microarray chip. This difference is statistically significant: when the genes are divided into 10 bins based on depth or intensity, all bins up to the 80th percentile of intensity (less than a fluorescence intensity of 5500 or fewer than 30 000 reads) show a highly significant difference between the amount of variation added by the microarray chip versus the sequencing lane (Supplementary Figure S4). This difference would be costly to address by increasing the RNA-Seq read depth. 

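On the microarray side of this comparison, the chip share fell from the lowest intensity decile to 8.41% in the second decile and 7.70% in the eighth, and was 6.62% in the ninth. Between the second and the eighth decile it stayed within 7.70% and 9.21%. The 80th percentile of the Cy5 intensity was 4895 over the 6206 ORFs, and 5411 over the 5599 ORFs that are also in the authors' table of log ratios.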

One would have to triple the sequencing depth (from 171 million reads to 513 million reads total) for the percent of variance explained by condition for genes at the 25th percentile of RNA-Seq intensity (6500 reads per gene) to be comparable to genes at that percentile of microarray intensity. These conclusions were robust across multiple methods of microarray and RNA-Seq normalization (Supplementary Figure S5). 

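The shares of variance were recomputed for the microarrays under each option that the legend of Supplementary Figure S5 names for arrays. Condition took 57.4% of the variance over all ORFs without normalization and also after scale normalization, and 56.2% after cyclic loess. The chip share over all ORFs was 12.4% without normalization, 12.5% after scale normalization and 14.3% after cyclic loess. In the lowest decile the chip share lay between 57.5% (cyclic loess) and 58.6% (quantile). In the highest decile cyclic loess gave chip 11.3% and condition 63.4%, while scale normalization gave 5.62% and 67.0%.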

To ensure that this discrepancy did not arise from the difference between the discrete count data from RNA-Seq and the quasi-continuous fluorescence intensity data from the microarray, we also calculated an alternative *R*^2^ designed for count data to determine the proportions of variance explained (Supplementary Methods) (19) and observed almost no difference (Supplementary Figure S6).

To examine the variation added by the chip/lane level more directly, we also measured the difference in log fold change estimate when the same sample was run on two chips or two lanes. We computed the Pearson and Spearman correlation of log fold changes between chips or between lanes in overlapping windows of 500 genes ordered by intensity as above (Figure 4a), as well as a LOESS-smoothed curve of the absolute value of the difference (Figure 4b). Both analyses confirm that the difference between RNA-Seq lanes is more intensity-dependent than the difference between microarray chips, with a particularly great disagreement in low-intensity genes. 

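The log2(G/E) values computed from the 8 arrays of each chip had a Pearson correlation of 0.978 and a Spearman correlation of 0.947 across the 6206 ORFs, which are not independent replicates. In windows of 500 ORFs ordered by intensity, the Pearson correlation was 0.846 in the window of lowest intensity, which was also the lowest of all windows, and the median over windows was 0.997. The mean absolute difference between the chips was 0.23 in the lowest decile and between 0.024 and 0.039 in the other deciles. The direction was the same on both chips for 462 of 621 ORFs in the lowest decile and for 602 of 621 in the second. The filter on dim ORFs moved the window of lowest intensity most, to 0.991.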

One notable question is whether this effect can be mitigated by effect size shrinkage, such as the DESeq2 software, which is designed to improve the stability of estimates for low-depth genes (20). Figure 4 shows that DESeq2 causes the absolute difference in log fold changes to decrease, but does not substantially improve the correlation in any but the lowest-intensity windows. This suggests that effect size shrinkage can make estimates less variable between lanes, but does not remove the intensity dependence.

**Figure 4.**
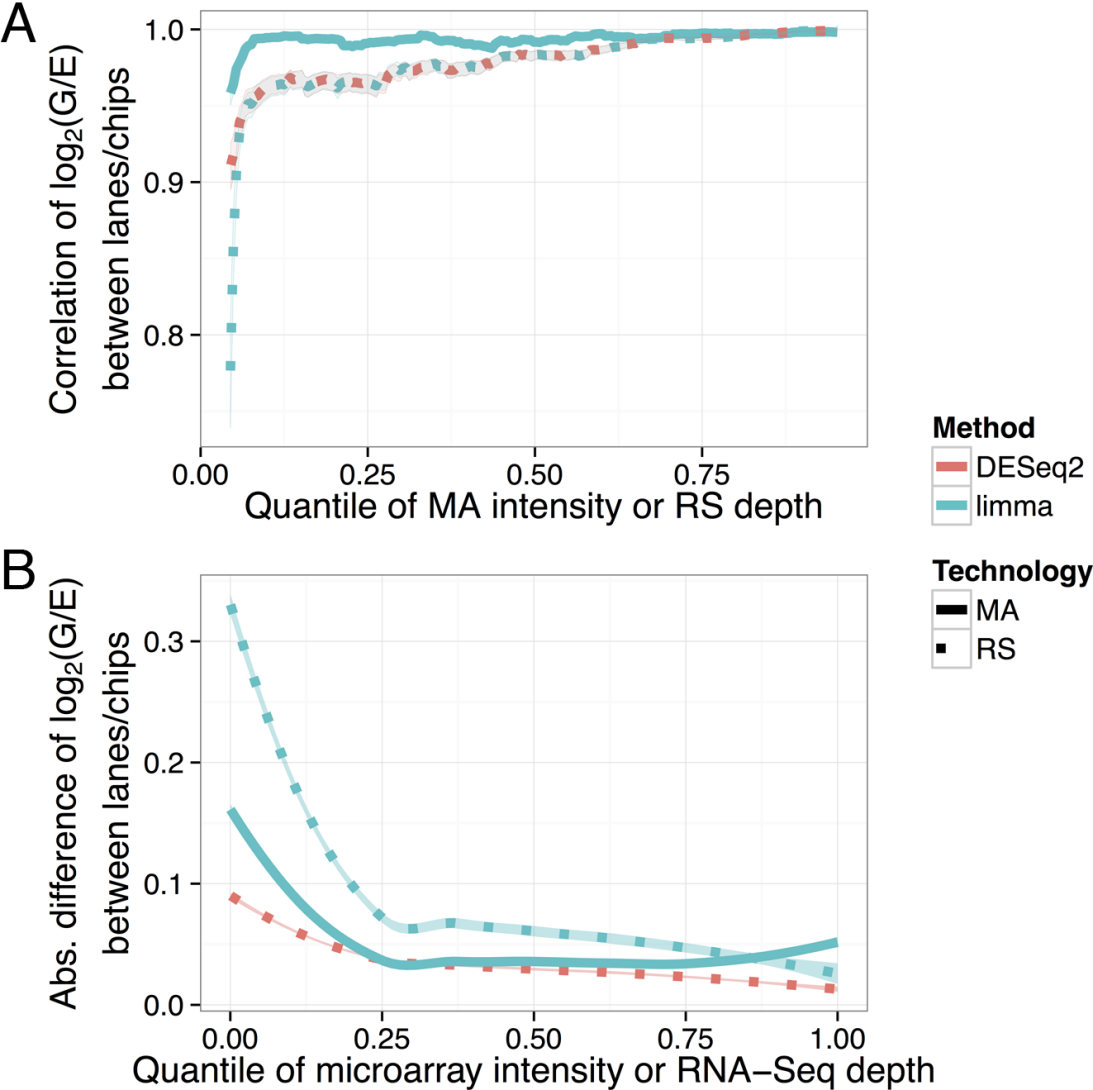
Comparisons of the log_2_(G/E) estimates within each technology, comparing the estimates computed for each of the two chips from the microarray data (MA) or two lanes from the RNA-Seq data (RS), using the same library preparations. (**A**) Pearson correlation between the two lanes of RNA-Seq or two chips of microarrays, within a 500 gene window rolling over intensity. (**B**) Absolute value of the log_2_(G/E) estimate difference between chips in microarray or lanes in RNA-Seq, smoothed using LOESS. Microarray is shown in the solid lines and RNA-Seq in the dashed lines. A 95% confidence interval is shown as the shaded region around each line (where the region may be thinner than the solid line itself).

### Validation of low-intensity genes

These results do not necessarily indicate that microarrays are more accurate at low intensities than RNA-Seq, only that they show greater consistency between replicates. Each technology may still possess biases that cause their measurements not to reflect the underlying mRNA abundance levels. 

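The 13 genes of Figures 5 and 6 are DAK2, FRE4, RCK1, OPT1, MEK1, PTR2, SMA2, FUS1, ANB1, SPS1, GAS2, RSB1 and OSW1. In microarray intensity, 12 of them lay in the lowest 20% of the 6206 ORFs and DAK2 lay at the 23.9th percentile. Among the 5599 ORFs of the authors' table all 13 lay in the lowest 20%, with DAK2 at the 16.8th. All 13 had a q-value of at most 0.05, which for SMA2 rests on a probe at background. When adjusted over the list alone 12 passed, SPS1 being the exception. The unadjusted p of SPS1 from limma was 0.0615, and its q-value over all ORFs was 0.0190. The study chose the genes on these samples, so the count adjusted over the list alone is not independent evidence. The microarray log2(G/E) was positive for 10 genes and negative for GAS2 and RSB1, and the direction of SMA2 is left open, since its probe was at background. It was 2.51 for FRE4 (YNR060W, standard error 0.13), 1.97 for RCK1 (YGL158W, standard error 0.05) and 1.35 for OPT1 (YJL212C, standard error 0.07). The ethanol samples of RCK1 both had -1.34 after quantile normalization, so its standard error does not show their spread, and its 8 ethanol arrays had an SD of 0.39. It was 1.28 for MEK1, 1.08 for PTR2, 1.04 for FUS1, 0.71 for ANB1 and 0.12 for SPS1. Several of these spots were close to the background, and a probe is counted as well above it on an array when at least 0.5 of its spots are. RSB1 (YOR049C) was well above the Cy5 background on 7 of 8 ethanol arrays and on 0 of 8 glucose arrays, so its change has only a bound, at least 1.12-fold higher in ethanol. SMA2 (YML066C) was well above background on 0 ethanol arrays and 1 glucose array, and no fold or direction is given for it. RCK1 was well above background on 1 ethanol and 6 glucose arrays, and MEK1 (YOR351C) on 4 and 7. OSW1 was well above the Cy3 background on 0 arrays, so its log2 ratios rest on a pool signal at background. Among the settings tried, the background correction with normexp and loess lowered the values of the dimmest genes most, to 0.55 for RCK1 and 0.46 for MEK1, with the same direction. SPS1 no longer passed the threshold under 5 of the 22 settings tried.

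**Figure D1:**
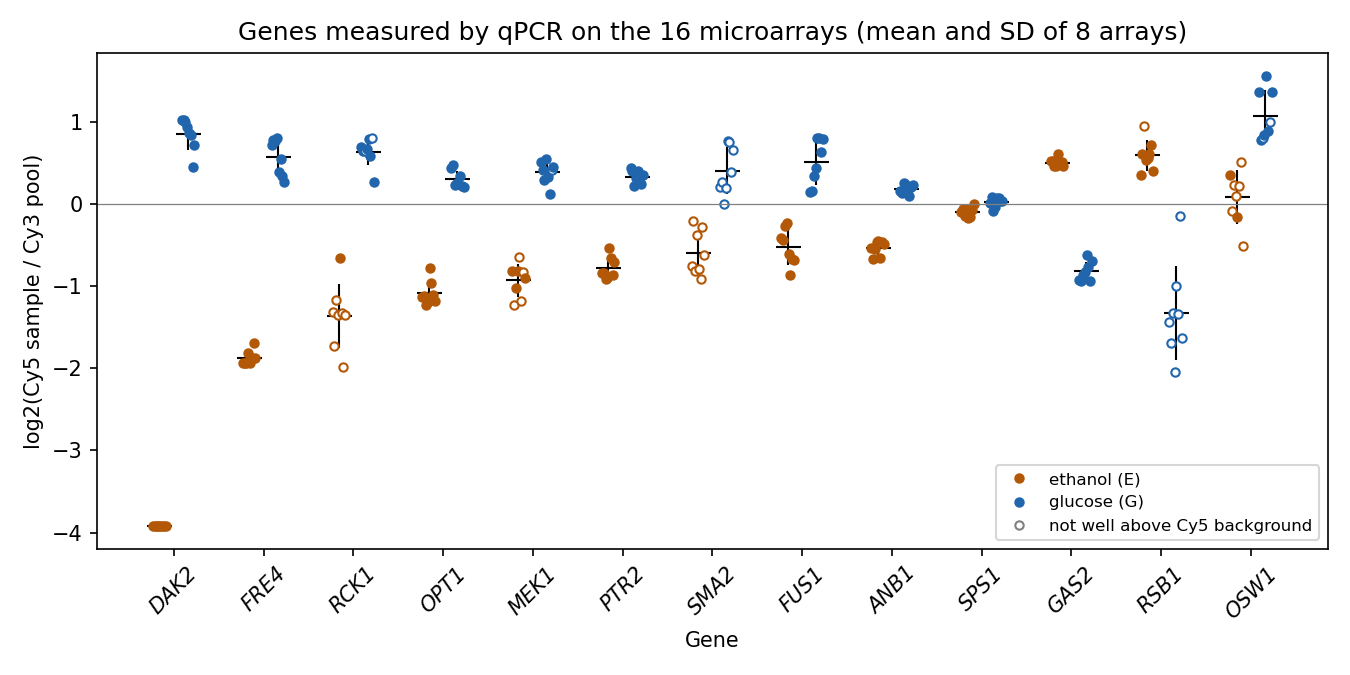
log2 of the Cy5 (sample) over the Cy3 (pool) signal of the 13 genes measured by qPCR, after quantile normalization, on the 8 ethanol and the 8 glucose arrays. Each point is 1 array, open where the probe is not well above the Cy5 background, and the bars are the mean and SD of the 8 arrays of a condition, which come from 2 biological samples. The arrays of the 2 conditions do not overlap for 12 of the 13 genes, SPS1 being the exception. The 12 include SMA2, whose probe was at background, and OSW1, which was well above the Cy3 background on 0 arrays.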

To examine the accuracy of each technology more directly, we chose 13 genes in the bottom 20% of intensity for both technologies, for which the estimates of the log_2_(G/E) fold change disagreed by at least 1.0 between the technologies. On these low-intensity contested genes, we performed qPCR on the mRNA from the original experiment to provide an independent validation (‘Materials and Methods’ section). As shown in Figure 5, the qPCR results agreed much more closely with the RNA-Seq estimates than with the microarray: the Pearson correlation of estimated RNA-Seq and qPCR log fold changes is 0.671 (*P*-value 0.012), while the microarray to qPCR correlation is 0.024 (*P*-value 0.939).

**Figure 5.**
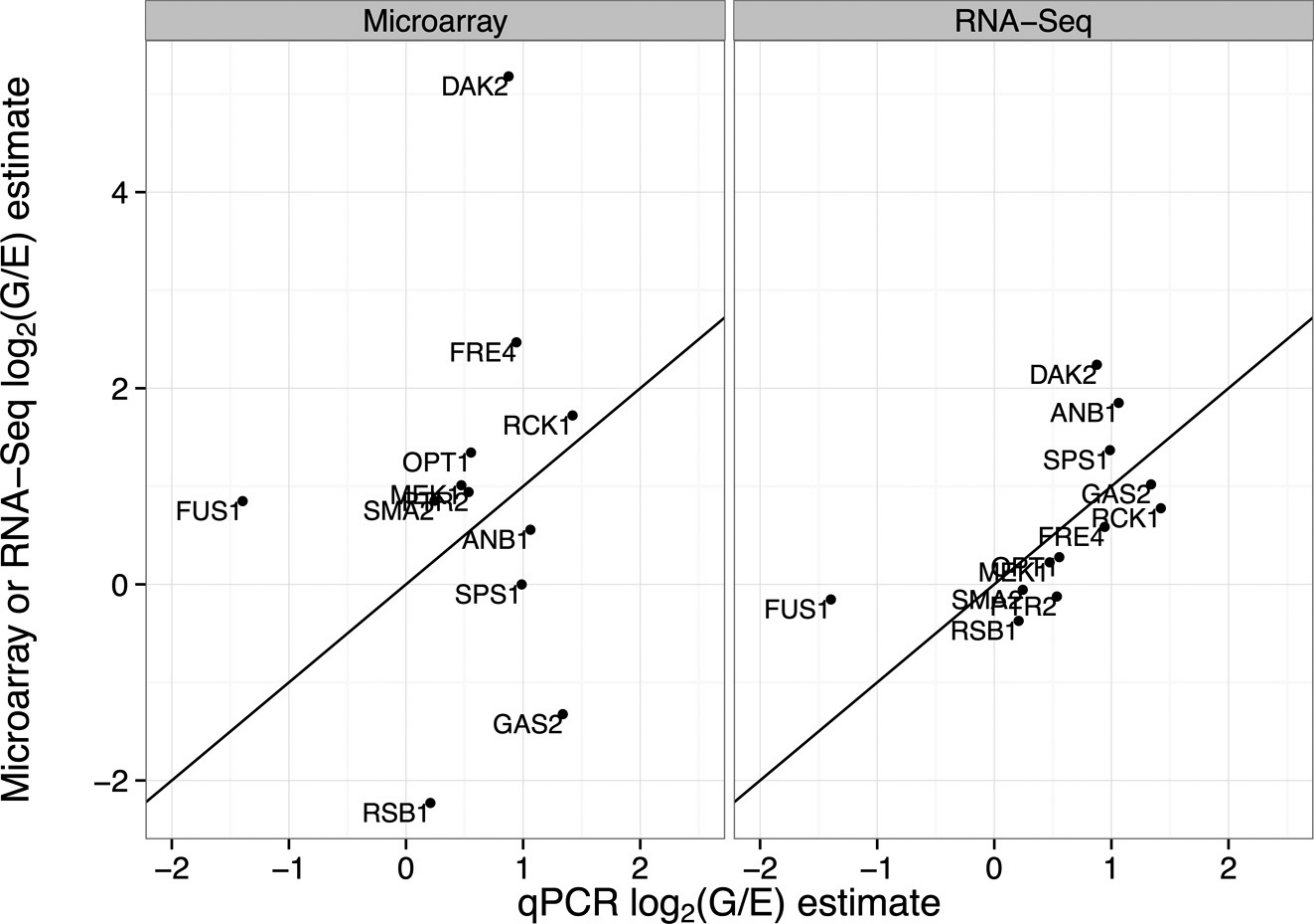
Comparison of the log fold change estimates measured with qPCR compared to estimates from the microarray or RNA-Seq, for 13 selected low-intensity genes that disagreed between RNA-Seq and microarray.

This leads to the question of whether the disagreement between microarrays and qPCR results from greater variation present at low-intensity, or rather systematic bias introduced by the technology, such as cross-hybridization or fold-change compression. Toward that end, we examined the distribution of normalized measurements across all biological, technical and chip/lane replicates from the six genes for which microarrays most strongly disagreed with qPCR (Figure 6). 

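The 6 genes of Figure 6 are DAK2, FRE4, FUS1, GAS2, OSW1 and RSB1, and the spread of their microarray values is given here as the mean ± SD of log2(Cy5/Cy3) over the 8 arrays of a condition. FRE4 had -1.87 ± 0.09 in ethanol and 0.58 ± 0.22 in glucose. Several of its ethanol arrays are tied at -1.93 by the quantile normalization, so the SD in ethanol does not show their full spread. Its probe lies on chromosome 14 from 741816 to 741875 of the sacCer1 build used in the array's design. DAK2 had 0.86 ± 0.20 in glucose, and its ethanol arrays are tied at the value of -3.92 by the quantile normalization. Its probe lies on chromosome 6 from 24898 to 24957. FUS1 (chromosome 3, 73202 to 73261) had -0.52 ± 0.22 in ethanol and 0.52 ± 0.28 in glucose. RSB1 (chromosome 15, 422676 to 422735) had 0.59 ± 0.19 in ethanol, and in glucose no array was well above background. Condition took 99.7% of the variance of DAK2, 98.3% of that of FRE4 and 81.6% of that of FUS1. In FUS1, biological variation took 14.8%.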

Even though these genes are low-intensity, in most cases the variation within microarray and RNA-Seq measurements was very small compared to the disagreement between the technologies. In an extreme example, GAS2 shows a reversed fold change relative to qPCR and RNA-Seq, but shows very little within-condition variation in any technology. Of these six genes, only OSW1 could plausibly be caused by fold change compression, since in other cases the microarray effect was greater than or a reversal from the RNA-Seq and qPCR observations (21). This suggests that the issue within these genes was not random variation present in low-intensity genes or fold change compression, but rather a bias that led to a spurious but statistically significant effect size estimate.

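The GAS2 (YLR343W) probe lies on chromosome 12 from 817549 to 817608 of the sacCer1 build. Its log2(Cy5/Cy3) was 0.51 ± 0.05 (SD over 8 arrays) in ethanol and -0.82 ± 0.12 in glucose. The log2(G/E) was -1.33 (standard error 0.05, q-value 1.92e-05 from limma with 2 biological samples per condition). Every ethanol array, from 0.46 to 0.61, lay above every glucose array, from -0.93 to -0.62. Condition took 98.3% of the variance, chip 1.23% and preparation 0.106%. The gene was well above background on all 8 arrays of both conditions. With each biological sample left out in turn, log2(G/E) stayed between -1.39 and -1.27.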

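The OSW1 (YOR255W) probe lies on chromosome 15 from 807884 to 807943 of the sacCer1 build. Its microarray log2(G/E) was 0.99 (standard error 0.11), with log2(Cy5/Cy3) of 0.09 ± 0.32 (SD over 8 arrays) in ethanol and 1.08 ± 0.31 in glucose. The probe was well above the Cy5 background on 2 ethanol and 6 glucose arrays. It was well above the Cy3 background on 0 arrays. The log2 ratios, the log2(G/E) and the variance shares of OSW1 therefore rest on a Cy3 signal at background, and their size is left open. Condition took 71.7% of its variance and chip 41.0%, with a negative adjusted share for preparation. After normexp background correction and loess its log2(G/E) was 0.34. The paper sets the spread within a condition against the disagreement with RNA-Seq and qPCR to argue against random variation at low intensity for these genes. It argues against fold change compression because the microarray effect was larger than, or opposite to, that of the other technologies, and names OSW1 as the exception for which compression is plausible. It proposes a bias.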

**Figure 6.**
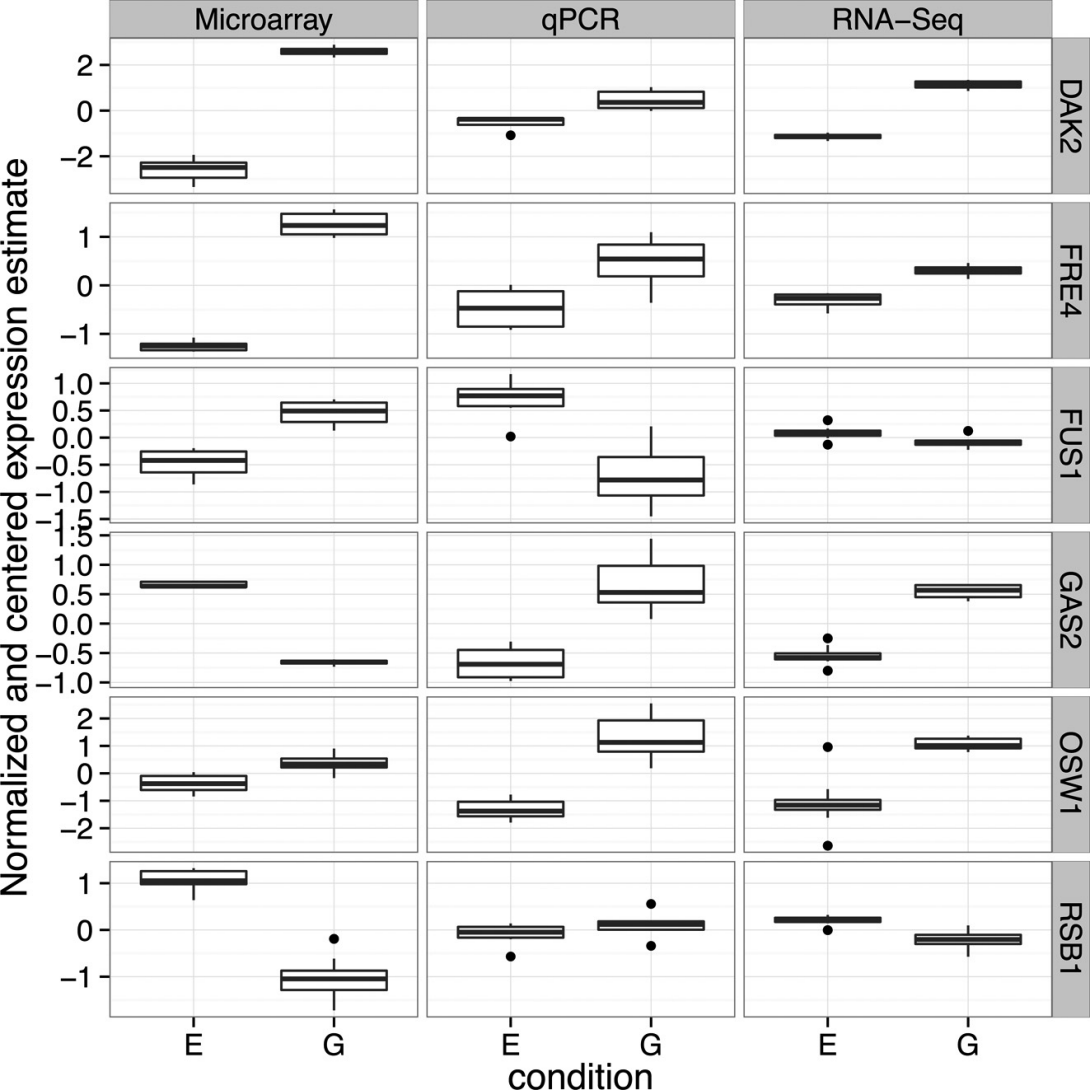
Boxplots comparing the normalized and centered expression values of microarrays, RNA-Seq and qPCR of the six genes for which microarray and qPCR most disagreed. This shows that in many cases, microarray measurements were very consistent between biological, technical and chip replicates. This suggests that the problem is not variation at low-intensity microarray measurements, but rather bias.

### Gene set enrichment

Many gene expression analyses seek to determine sets of genes whose expression changes within a particular condition in order to draw biologically relevant conclusions (22,23). We thus looked for enriched sets of genes within each technology using a Wilcoxon rank-sum test comparing genes within a gene set to those outside it (24,25).

Many enrichment tests look for genes that are unusually high or low on a ranked list, often ranked by statistical significance. However, ranking by statistical significance has been noted to lead to a confounding effect in RNA-Seq, where highly-expressed or high-depth gene sets are spuriously marked as significant (26,27). An alternative is to perform enrichment analysis on log fold change estimates, which would be expected to be less confounded with depth (28). To demonstrate this effect in our data, we performed gene set enrichment using either *P*-values or fold change estimates from each technology, then assigned the gene sets into five bins based on each gene set's median intensity (Supplementary Figure S7). We see that the enrichment *P*-value histogram is highly conservative for low-intensity gene sets when differential expression *P*-values are used, and is less influenced by intensity when the log fold change estimate is used instead. Notably, even though we found the per-gene variation to be more intensity dependent in RNA-Seq than in microarray, the intensity dependence of gene sets is similar between the two technologies. Because of this dependence, along with the fact that log fold changes showed a higher correlation between technologies than did *P*-values, we chose to use the estimate of effect size rather than statistical significance to evaluate gene set enrichment.

The results of our gene set analysis of both the RNA-Seq and the microarray data are shown in Supplementary Table S3 and the distributions of the log fold change of some of the most significantly enriched gene sets are shown in Supplementary Figures S8–S10. 

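The membership of the paper's gene sets is not given in its text, so lists of genes were written before the data were examined, and the microarray log2(G/E) of each of 11 lists was compared with that of all other ORFs by a two-sided Wilcoxon rank-sum test, or a permutation test of the mean rank for lists of under 10 ORFs, with Benjamini-Hochberg adjustment over the 11 lists. These tests treat genes as independent, which they are not. The median log2(G/E) of the glycolysis list was 0.26, with 13 of 17 genes higher in glucose (adjusted p = 0.000844). HXK1 had 1.56 and HXK2 had -0.64 in that list. The 18 genes of respiratory chain complexes III and IV were all higher in ethanol, with a median of -0.48 (adjusted p = 1.21e-08), and so were the 14 genes of the mitochondrial ATP synthase, with a median of -0.56 (adjusted p = 2.01e-06). In the TCA cycle, 14 of 17 genes were higher in ethanol, with a median of -0.89 (adjusted p = 2.60e-06). In gluconeogenesis and the glyoxylate cycle, all 7 genes were higher in ethanol, with a median of -3.98 (adjusted p = 1.57e-05 from the permutation test, where 1e-05 before adjustment is the smallest that 100000 permutations can give). The pyruvate branchpoint list did not differ, with a median of 0.04 over 12 genes and an adjusted p of 0.581. The numbers of genes differentially expressed when adjusted over the list alone were 12 for glycolysis, 18 for the respiratory chain, 12 for the ATP synthase, 15 for the TCA cycle, 7 for gluconeogenesis and 8 for the pyruvate branchpoint. Over all ORFs tested these numbers were 14, 18, 12, 17, 7 and 9. The counts over the list alone use the Benjamini-Hochberg adjustment and those over all ORFs the q-value. They therefore differ in method as well as in the ORFs tested, and the same holds for the lists below. The direction of each list was the same without normalization and after scale and cyclic loess normalization. The test fry asks another question, whether the genes of a list change at all, and 76.1% of all ORFs were called. Its adjusted p lay between 0.000355 and 0.0211 over the 11 lists. With camera and the correlation between genes estimated for each list, a setting chosen after the data were seen that tests with 2 degrees of freedom, none did, with adjusted p between 0.232 and 0.590.

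**Figure D2:**
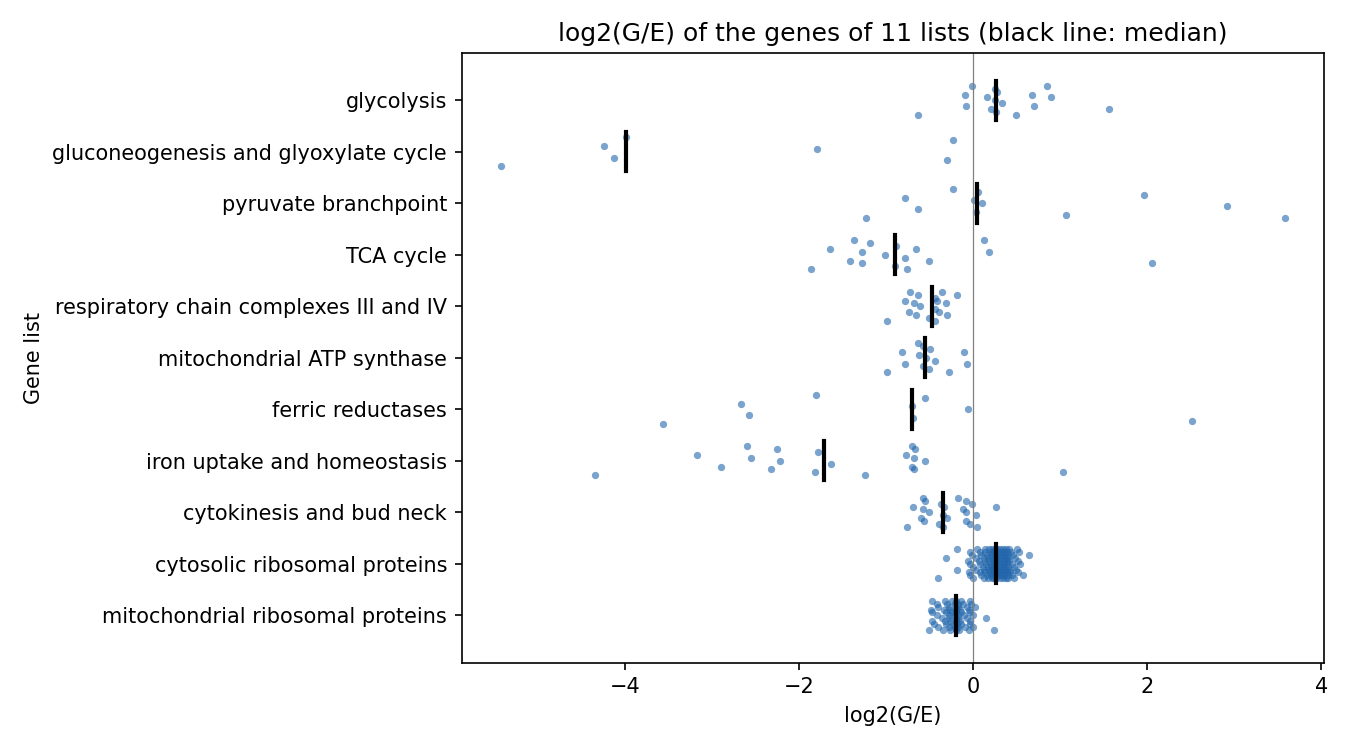
log2(G/E) of the genes of the 11 lists. Each point is 1 gene, and the black line is the median of the list, which is 0.26 for glycolysis and -0.56 for the mitochondrial ATP synthase.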

The enrichment of gene sets for carbohydrate catabolic process and glycolysis in glucose and of mitochondrial respiratory chain and adenosine triphosphate synthesis coupled proton transport serve as confirmation that the experiment captures the difference between the two metabolic states. Two of the three most significantly enriched sets are cytoplasmic translation and mitochondrial translation, for which expression is higher in glucose and in ethanol, respectively. 

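In the microarrays, 120 of 131 listed genes of cytosolic ribosomal proteins were higher in glucose, with a median log2(G/E) of 0.26 (adjusted p = 1.38e-23, Wilcoxon rank-sum test). Of these, 91 were differentially expressed when adjusted over the list alone (Benjamini-Hochberg) and 113 over all ORFs tested (q-value). Of 67 listed genes of mitochondrial ribosomal proteins, 64 were higher in ethanol, with a median of -0.20 (adjusted p = 1.59e-09). Of these, 41 were differentially expressed when adjusted over the list alone (Benjamini-Hochberg) and 55 over all ORFs tested (q-value). The interquartile ranges over the genes were 0.17 to 0.37 and -0.31 to -0.12. With camera and the correlation between genes estimated for each list, a setting chosen after the data were seen that tests with 2 degrees of freedom, the adjusted p was 0.261 for the cytosolic and 0.232 for the mitochondrial list.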

As the rate of respiration in the mitochondria is higher in ethanol than in glucose, this suggests that increase in mitochondrial activity is reflected in a tradeoff of translation from the cytoplasmic ribosomes to the mitochondria. Another notable result is that genes in iron ion homeostasis and ferric-chelate reductase activity are higher expressed in ethanol than in glucose. This is likely due to the important role of iron transport and reduction in heme biosynthesis, which in turn is necessary for the electron transport chain and other respiratory activity (29–31).

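In the microarrays, 19 of 20 listed genes of iron uptake and homeostasis were higher in ethanol, with a median log2(G/E) of -1.71 (adjusted p = 1.40e-10, Wilcoxon rank-sum test). The exception was FET4 (YMR319C) with 1.03 (standard error 0.11). All 20 were differentially expressed, also when adjusted over the list alone. Of the 9 listed ferric reductases, 8 were higher in ethanol, with a median of -0.70 (adjusted p = 0.000477 from a permutation test). Over all ORFs tested 8 were differentially expressed (q-value), and 7 when adjusted over the list alone (Benjamini-Hochberg). The exception in direction was FRE4, 1 of the genes chosen for qPCR.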

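Of 24 listed genes of cytokinesis and the bud neck, 21 had a higher microarray signal in ethanol than in glucose. The median log2(G/E) was -0.34, with an interquartile range of -0.55 to -0.08 (adjusted p = 4.24e-05, Wilcoxon rank-sum test). Of the 24, 18 were differentially expressed over all ORFs tested (q-value), 17 of them higher in ethanol, and 15 when adjusted over the list alone (Benjamini-Hochberg).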

We identified higher expression of cytokinesis and cellular budding genes in ethanol, even though growth rate was kept equal between the two samples. Mitochondrial inheritance and distribution is known to be actively regulated by the budding tip and to be necessary for equal and efficient distribution of the organelles (32,33), and indeed some differentially expressed genes in our experiment, such as UTH1, have been identified as being related to both cell wall biogenesis and mitochondrial division (34–36). 

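UTH1 (YKR042W) had a microarray log2(G/E) of -1.45 (standard error 0.07, q-value 3.74e-05 from limma with 2 biological samples per condition). Its probe lies on chromosome 11 from 520075 to 520134 of the sacCer1 build, and its intensity was at the 90.9th percentile. The value was -1.43 on each of the 2 chips, and with each biological sample left out in turn it lay between -1.56 and -1.40. Condition took 98.4% of the variance.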

Our results suggest that this process of mitochondrial inheritance may be transcriptionally regulated in response to the metabolic state or level of respiratory activity.

## DISCUSSION

We demonstrate an experimental and statistical approach for determining the variation added at each stage of a microarray or RNA-Seq experiment. We determined that RNA-Seq shows a greater degree of intensity-dependent variation than do microarrays, with particularly high variance for low-intensity genes and that the intensity-dependent component was contributed mostly by the chip or lane level. With qPCR validation, however, we discovered that microarrays appear to possess some systematic biases in their estimation of differential expression for low-intensity genes. These may result from cross-hybridization between these microarray probes and genes that are affected by the treatment condition. Another possibility is that they result from technical variation induced by the polymerase chain reaction step that is performed in RNA-Seq and qPCR, but not in microarrays. 

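Over the genes measured by qPCR, the microarray log2(G/E) had the same direction on both chips and in both preparations for 12 of the 13. The direction of SMA2 is left open, since its probe was well above background on 0 ethanol arrays and 1 glucose array. The 12 include OSW1, whose probe was well above the Cy3 background on 0 arrays. The difference between the chips was between 0.0051 and 0.59 on the log2 scale, the largest being that of RSB1, whose glucose arrays were not well above background, and its median was 0.057. In 8 of the genes condition took over 90% of the variance, and the lowest condition share was 50.8%, in SPS1. The arrays of the conditions did not overlap for 12 genes, SPS1 being the exception. These include SMA2, although its probe was at background. The arrays of a condition come from 2 biological samples and are not independent, and the study chose the genes on these samples, so these counts are not compared with chance. In 8 of the 13 genes every array was well above the Cy5 background, counting an array when at least 0.5 of the probe's spots were. In FRE4, 1 of these 8, that was the exact share of its spots on 1 ethanol array.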

Since this bias appears to be consistent across biological, technical and chip replicates, it likely cannot be solved or even detected by performing additional replicates on the microarray platform.

Our results have implications for the design of microarray and RNA-Seq experiments meant to identify differential expression. While other experiments will vary in the amount of variation added at the biological stages, that variation is likely to be intensity-independent as it was in our study, meaning our qualitative conclusions are likely to hold. For high-intensity genes there is little difference either in the genes called significant or the estimate of effect size between RNA-Seq and microarray, and therefore the decision of which technology can be made on other criteria, such as cost. However, in low-intensity genes, the RNA-Seq technology tends to add greater variation, leading to lower statistical power and greater uncertainty in expression estimates. Microarrays, while more consistent in their estimates across technical replicates, may show systematic biases at low intensities that confound differential expression detection. This suggests that studies for which low-expressed genes are of special interest should be performed cross-platform.

More importantly, our study has demonstrated that the intensity-dependent nature of variation must be taken into account in future technology comparisons and quality control experiments, and that focusing on log-fold change estimate agreement rather than significance testing leads to more consistent conclusions. Our approaches of dividing genes into intensity bins, observing correlations within overlapping windows, and smoothing per-gene values using LOESS showed trends and differences in the technologies that would have been missed using aggregate statistics. Finally, we have demonstrated how our experimental data is an appropriate benchmark for comparing statistical analysis methods and for developing experimental recommendations, as it analyzes a well-studied system, includes variation at each stage of an experiment, and compares RNA-Seq and microarrays directly on the same biological samples. We expect future research by ourselves and others will extend our conclusions and develop them further.

## ACCESSION NUMBERS

The microarray data are available from the Gene Expression Omnibus (accession GSE65365) and the RNA-Seq reads are available from the NCBI Short Read Archive (BioProject accession PRJNA271248).

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

## References

[1] ’t Hoen P.A., Ariyurek Y., Thygesen H.H., Vreugdenhil E., Vossen R.H., de Menezes R.X., Boer J.M., van Ommen G.J., den Dunnen J.T. (2008). Deep sequencing-based expression analysis shows major advances in robustness, resolution and inter-lab portability over five microarray platforms. Nucleic Acids Res..

[2] Zhao S., Fung-Leung W.-P., Bittner A., Ngo K., Liu X. (2014). Comparison of RNA-Seq and microarray in transcriptome profiling of activated T cells. PLoS One.

[3] Willenbrock H., Salomon J., Skilde R., Barken K.B., Hansen T.N., Nielsen F.C., Mller S., Litman T. (2009). Quantitative miRNA expression analysis: comparing microarrays with next-generation sequencing. RNA.

[4] McIntyre L.M., Lopiano K.K., Morse A.M., Amin V., Oberg A.L., Young L.J., Nuzhdin S.V. (2011). RNA-seq: technical variability and sampling. BMC Genomics.

[5] Novak J.P., Sladek R., Hudson T.J. (2002). Characterization of variability in large-scale gene expression data: implications for study design. Genomics.

[6] Tu Y., Stolovitzky G., Klein U. (2002). Quantitative noise analysis for gene expression microarray experiments. Proc. Natl. Acad. Sci. U.S.A..

[7] Labaj P.P., Leparc G.G., Linggi B.E., Markillie L.M., Wiley H.S., Kreil D.P. (2011). Characterization and improvement of RNA-Seq precision in quantitative transcript expression profiling. Bioinformatics.

[8] Tarazona S., Garca-Alcalde F., Dopazo J., Ferrer A., Conesa A. (2011). Differential expression in RNA-seq: a matter of depth. Genome Res..

[9] Wang C., Gong B., Bushel P.R., Thierry-Mieg J., Thierry-Mieg D., Xu J., Fang H., Hong H., Shen J., Su Z. (2014). The concordance between RNA-seq and microarray data depends on chemical treatment and transcript abundance. Nat. Biotechnol..

[10] Bullard J.H., Purdom E., Hansen K.D. (2010). Evaluation of statistical methods for normalization and differential expression in mRNA-Seq experiments. BMC Genomics.

[11] Law C.W., Chen Y., Shi W., Smyth G.K. (2014). Voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol..

[12] Hurlbert S.H. (1984). Pseudoreplication and the design of ecological field experiments. Ecol. Monogr..

[13] Smyth G.K., Gentleman R, Carey V, Dudoit S, Irizarry R, Huber W (2005). Limma: linear models for microarray data. Bioinformatics and Computational Biology Solutions using R and Bioconductor.

[14] Robinson M., Oshlack A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol..

[15] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[16] Novick A., Szilard L. (1950). Description of the chemostat. Science.

[17] Kolkman A., Olsthoorn M., Heeremans C. (2005). Comparative proteome analysis of Saccharomyces cerevisiae grown in chemostat cultures limited for glucose or ethanol. Mol. Cell. Proteomics.

[18] Storey J.D., Tibshirani R. (2003). Statistical significance for genome-wide studies. Proc. Natl. Acad. Sci. U.S.A..

[19] Cameron A.C., Windmeijer F. (1997). An R-squared measure of goodness of fit for some common nonlinear regression models. J. Econometrics.

[20] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[21] Ambroise J., Bearzatto B., Robert A., Govaerts B., Macq B., Gala J.-L. (2011). Impact of the spotted microarray preprocessing method on fold-change compression and variance stability. BMC Bioinformatics.

[22] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U.SA..

[23] Ackermann M., Strimmer K. (2009). A general modular framework for gene set enrichment analysis. BMC Bioinformatics.

[24] Gresham D., Boer V.M., Caudy A., Ziv N., Brandt N.J., Storey J.D., Botstein D. (2011). System-level analysis of genes and functions affecting survival during nutrient starvation in Saccharomyces cerevisiae. Genetics.

[25] Hung J.-H., Yang T.-H., Hu Z., Weng Z., Delisi C. (2012). Gene set enrichment analysis: performance evaluation and usage guidelines. Brief. Bioinform..

[26] Oshlack A., Wakefield M.J. (2009). Transcript length bias in RNA-seq data confounds systems biology. Biol. Direct..

[27] Gao L., Fang Z., Zhang K., Zhi D. (2011). Length bias correction for RNA-seq data in gene set analyses. Bioinformatics.

[28] Robinson D.G., Chen W., Storey J.D., Gresham D. (2014). Design and analysis of Bar-seq experiments. G3: Genes | Genomes | Genetics.

[29] Outten C.E., Albetel A.-N. (2013). Iron sensing and regulation in Saccharomyces cerevisiae: ironing out the mechanistic details. Curr. Opin. Microbiol..

[30] Morano K.A., Grant C.M., Moye-Rowley W.S. (2012). The response to heat shock and oxidative stress in Saccharomyces cerevisiae. Genetics.

[31] Lange H. (1999). Mechanism of iron transport to the site of heme synthesis inside yeast mitochondria. J. Biol. Chem..

[32] Simon V.R., Karmon S.L., Pon L.A. (1997). Mitochondrial inheritance: cell cycle and actin cable dependence of polarized mitochondrial movements in Saccharomyces cerevisiae. Cell Motil. Cytoskel..

[33] Boldogh I.R., Fehrenbacher K.L., Yang H.-C., Pon L.A. (2005). Mitochondrial movement and inheritance in budding yeast. Gene.

[34] Camougrand N.M., Mouassite M., Velours G.M., Gurin M.G. (2000). The ‘SUN’ Family: UTH1, an ageing gene, is also involved in the regulation of mitochondria biogenesis in Saccharomyces cerevisiae. Arch. Biochem. Biophys..

[35] Velours G., Boucheron C., Manon S., Camougrand N. (2002). Dual cell wall/mitochondria localization of the SUN family proteins. FEMS Microbiol. Lett..

[36] Camougrand N., Kiov I., Velours G., Manon S. (2004). Uth1p: a yeast mitochondrial protein at the crossroads of stress, degradation and cell death. FEMS Yeast Res..

# Supplementary material for: A nested parallel experiment demonstrates differences in intensity-dependence between RNA-seq and microarrays
**Source:** Nucleic Acids Res. 2015 Jun 30;43(20):e131. doi: 10.1093/nar/gkv636
**Supplement:** SUPPLEMENTARY DATA

A nested parallel experiment demonstrates differences in intensity-dependence between RNA-seq and microarrays — SUPPLEMENTARY DATA 

# A nested parallel experiment demonstrates differences in intensity-dependence between RNA-seq and microarrays

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: A nested parallel experiment demonstrates differences in intensity-dependence between RNA-seq and microarrays
**Source:** Nucleic Acids Res. 2015 Jun 30;43(20):e131. doi: 10.1093/nar/gkv636
**Supplement:** SUPPLEMENTARY DATA

# Supplementary Information: A Nested Parallel Experiment Demonstrates Differences in Intensity-Dependence Between RNA-Seq and Microarrays

David G. Robinson, Jean Y. Wang, and John D. Storey<sup>1</sup>

## Supplementary Methods

### Experimental Protocol

- Details of the media used can be found at [http://www.princeton.edu/genomics/botstein/protocols/Dex\\_lim.htm](http://www.princeton.edu/genomics/botstein/protocols/Dex_lim.htm).
- Details of the protocol for harvesting RNA from the chemostat can be found at <http://dunham.gs.washington.edu/MDchemostat.pdf>.
- The R64 release of the *S. cerevisiae* genome is available at [http://downloads.yeastgenome.org/sequence/S288C\\_reference/genome\\_releases/](http://downloads.yeastgenome.org/sequence/S288C_reference/genome_releases/).

### Percent of Variance Explained

Percent of variance explained by each level was computed by using ANOVA to compare three nested linear models. The three methods represented, respectively, treatment, treatment  $\times$  biological, and treatment  $\times$  biological  $\times$  preparation. Each takes the form

$$Y = \beta X_{1:p+1}^T + E$$

where

- $p$  is the number of degrees of freedom used by the parameters in the model (respectively 1, 3, and 7 for the three models)
- $g$  is the number of genes
- $Y$  is the  $g \times 16$  matrix of red/green fold changes in microarray data or the log-transformed counts of RNA-Seq data
- $X_{1:p+1}$  is the first  $p + 1$  columns of the experimental design matrix (Figure S11), which includes the intercept and the  $p$  terms fit in the model
- $\beta$  is the  $g \times (p + 1)$  matrix of terms
- $E$  is the  $g \times 16$  matrix of normally distributed residuals

An adjusted  $R^2$  was found for each of the models ( $1 - \frac{RSS(16-1)}{TSS(16-p-1)}$ ), as shown:

| Model                                              | $p$ | Adjusted $R^2$ |
|----------------------------------------------------|-----|----------------|
| Treatment                                          | 1   | $R_T^2$        |
| Treatment $\times$ Biological                      | 3   | $R_B^2$        |
| Treatment $\times$ Biological $\times$ Preparation | 7   | $R_P^2$        |

---

The percent of variation explained by each level was reported for each gene as  $R_T^2$  for the treatment variation,  $R_B^2 - R_T^2$  for the biological variation,  $R_P^2 - R_B^2$  for the preparation variation, and  $1 - R_P^2$  for the residual variation that occurs on the chip or the lane. This metric is meant to break down the amount that the quantification of expression, and therefore the differential expression estimation, is affected by each level.

Since RNA-Seq data consists of counts rather than continuous measurements, we considered the possibility that the linear model, and therefore the  $R^2$  measure, might not capture the distribution of variation correctly. We thus also calculated two alternative  $R^2$  generalized across exponential families:  $R_{DEV,P}^2$  which assumes a Poisson model for the residual noise, and  $R_{DEV,NB2(ML)}^2$ , which assumes a negative binomial model [1]. This metric is defined as the decrease in Kullback-Leibler divergence between the observations and the expectation under the full model versus the divergence between the observations and the expectation under a null model. The standard  $R^2$  used in linear models with normal residuals can be viewed as a special case of this metric, so this divergence is a useful choice for comparing the count values to the traditional  $R^2$  used in the microarray [2].

We used the edgeR package to perform a negative binomial fit on each gene and estimate the dispersion parameter. We define  $y_{i,j}$  as the unnormalized count of gene  $i$  in sample  $j$ ,  $\mu_{i,j}$  as the expected value of  $y_{i,j}$  under the full model (using `fitted` on an edgeR fit),  $\bar{y}_{i,j}$  as the expected value using only an intercept term and the library size normalization,  $\hat{\alpha}_i$  is the dispersion of gene  $i$  estimated using edgeR,  $n$  is the number of samples (16) and  $p$  is the number of parameters estimated by the model (1 for the condition effect, 3 for condition $\times$ biological, and 7 for condition $\times$ biological $\times$ preparation). The alternative  $R^2$  estimates for the Poisson and negative binomial models can then be calculated as

$$R_{DEV,P,i}^2 = 1 - \frac{\sum_{j=1}^N y_{i,j} \log(y_{i,j}/\hat{\mu}_{i,j}) - (y_{i,j} - \bar{\mu}_{i,j})}{\sum_{j=1}^N y_{i,j} \log(y_{i,j}/\bar{y}_{i,j}) - (y_{i,j} - \bar{y}_{i,j})} \frac{n-1}{n-p-1},$$

$$R_{DEV,NB2(ML),i}^2 = 1 - \frac{\sum_{j=1}^N y_{i,j} \log(y_{i,j}/\hat{\mu}_{i,j}) - (y_{i,j} + \hat{\phi}_i^{-1}) \log(\frac{y_{i,j} + \hat{\phi}_i^{-1}}{\hat{\mu}_{i,j} + \hat{\phi}_i^{-1}})}{\sum_{j=1}^N y_{i,j} \log(y_{i,j}/\bar{y}_{i,j}) - (y_{i,j} + \hat{\phi}_i^{-1}) \log(\frac{y_{i,j} + \hat{\phi}_i^{-1}}{\bar{y}_{i,j} + \hat{\phi}_i^{-1}})} \frac{n-1}{n-p-1}.$$

The same three models fit in the traditional linear model were fit using Poisson or negative binomial regression, using edgeR's implementation:

$$Y_{i,\cdot} \sim \text{Pois}(\exp(\beta_i X_{i,1:p+1}^T))$$

$$Y_{i,\cdot} \sim \text{NegBin}(\exp(\beta_i X_{i,1:p+1}^T), \alpha_i)$$

then their respective  $R_T^2$ ,  $R_B^2$  and  $R_P^2$  were calculated for each gene based on the difference in adjusted alternative  $R^2$  between each model. Figure S6 compares the Poisson and negative binomial models to the traditional  $R^2$  on log TMM-normalized counts. TMM was chosen since it is the default used for edgeR normalization, and Figure S5 shows that TMM produces similar results to other normalization methods.

## References for Supplementary Methods

1. A C Cameron and Frank Windmeijer. An R-squared measure of goodness of fit for some common nonlinear regression models. *J Econometrics*, 77(2):329–342, 1997.
2. A Colin Cameron and Frank Windmeijer. R-Squared Measures for Count Data Regression Models With Applications to Health-Care Utilization. *J Bus Econ Stat*, 14(2):209–220, 1996.

## Supplementary Tables

| Sample | Reads    |
|--------|----------|
| E1B2   | 5472595  |
| E1A2   | 6279951  |
| E2A2   | 7859929  |
| G2A2   | 8018457  |
| G1A1   | 9904120  |
| G1B1   | 9933158  |
| E2B2   | 11173029 |
| E2B1   | 11482599 |
| G2A1   | 11528672 |
| E1A1   | 11758844 |
| E2A1   | 12003519 |
| E1B1   | 12366694 |
| G2B1   | 12408000 |
| G1A2   | 13055305 |
| G2B2   | 13761168 |
| G1B2   | 17074028 |

Table S1: Number of mapped reads from each of the 16 samples in the RNA-Seq experiment, ordered by the number of reads.

Table S2 (Table\_S2.csv). 

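The microarray columns of Supplementary Table S2 were compared with the values computed from the arrays over the 881 ORFs of the table used here. Across ORFs, the Pearson correlation between the paper's microarray log2(G/E) and that computed here was 0.989, with a median absolute difference of 0.019. Of these ORFs, 662 were differentially expressed at a q-value of at most 0.05 here and 625 by the paper's microarray column, with 607 in both. By the paper's RNA-Seq column 655 were, of which 530 were also among the 662. The Pearson correlation with the paper's RNA-Seq log2(G/E) was 0.843, against 0.847 for the paper's microarray values.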

Differential expression results for genes in *Sacchromyces cerevisiae*, with each row representing one ORF. Columns are **ORF** (systematic ID), **name** and **description**, and then for both microarray (MA) and RNA-Seq (RS) is shown **estimate**, the G/E log2 fold change estimate, **intensity**, the percentile of the average microarray fluorescent intensity or the total RNA-Seq read depth, **intensityraw**, the raw value of the intensity or read depth, **p.value**, p-value testing for significant differential expression, **q.value**, q-value calculated for false discovery rate control, and **statistic**, the moderated t-statistic used to test for differential expression.

Table S3 (Table\_S3.csv). Gene Ontology (GO) term enrichment p-values, calculated based on a two-sample Wilcoxon rank sum test. Columns are **ID**, the GO term ID, **Term**, the GO term, **Definition**, definition of the GO term, **Count**, number of genes in the experiment that are associated with that GO term, **Ontology**, whether the term falls within the Biological Process (BP), Molecular Function (MF) or Cellular Compartment (CC). Each term has p-values calculated from either the microarray (MA) or RNA-Seq (RS) experiment, using as the metric either the experiment's estimate of log-fold change (estimate) or its p-value for differential expression (pvalue).

## Supplementary Figures

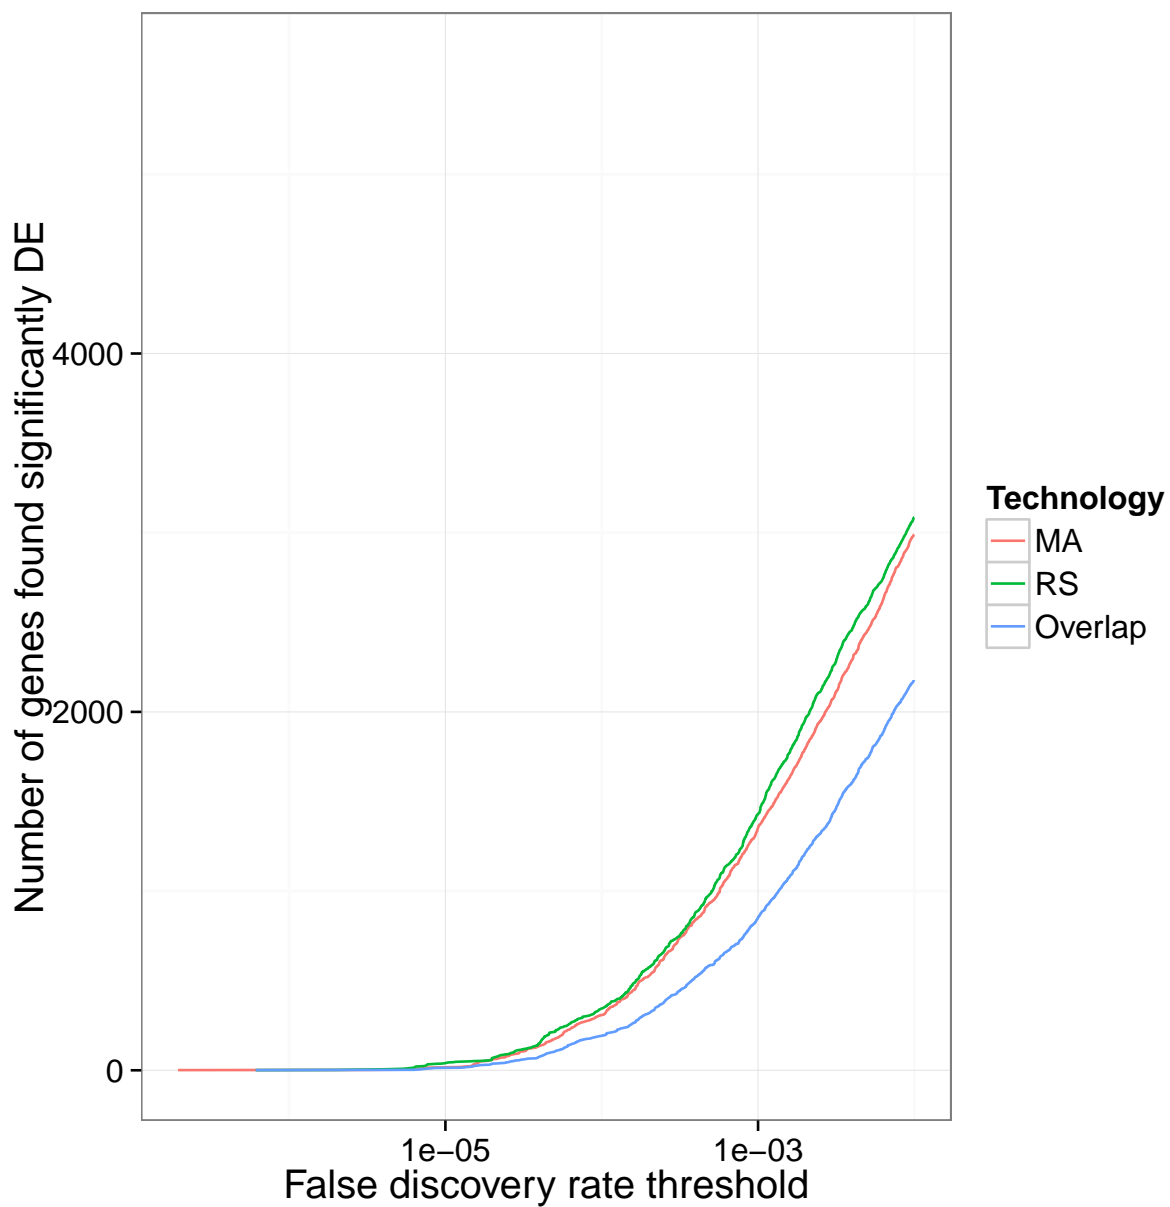

Figure S1: Number of genes found significant differentially expressed in microarray, RNA-Seq, or in both, at various false discovery rate (FDR) thresholds.

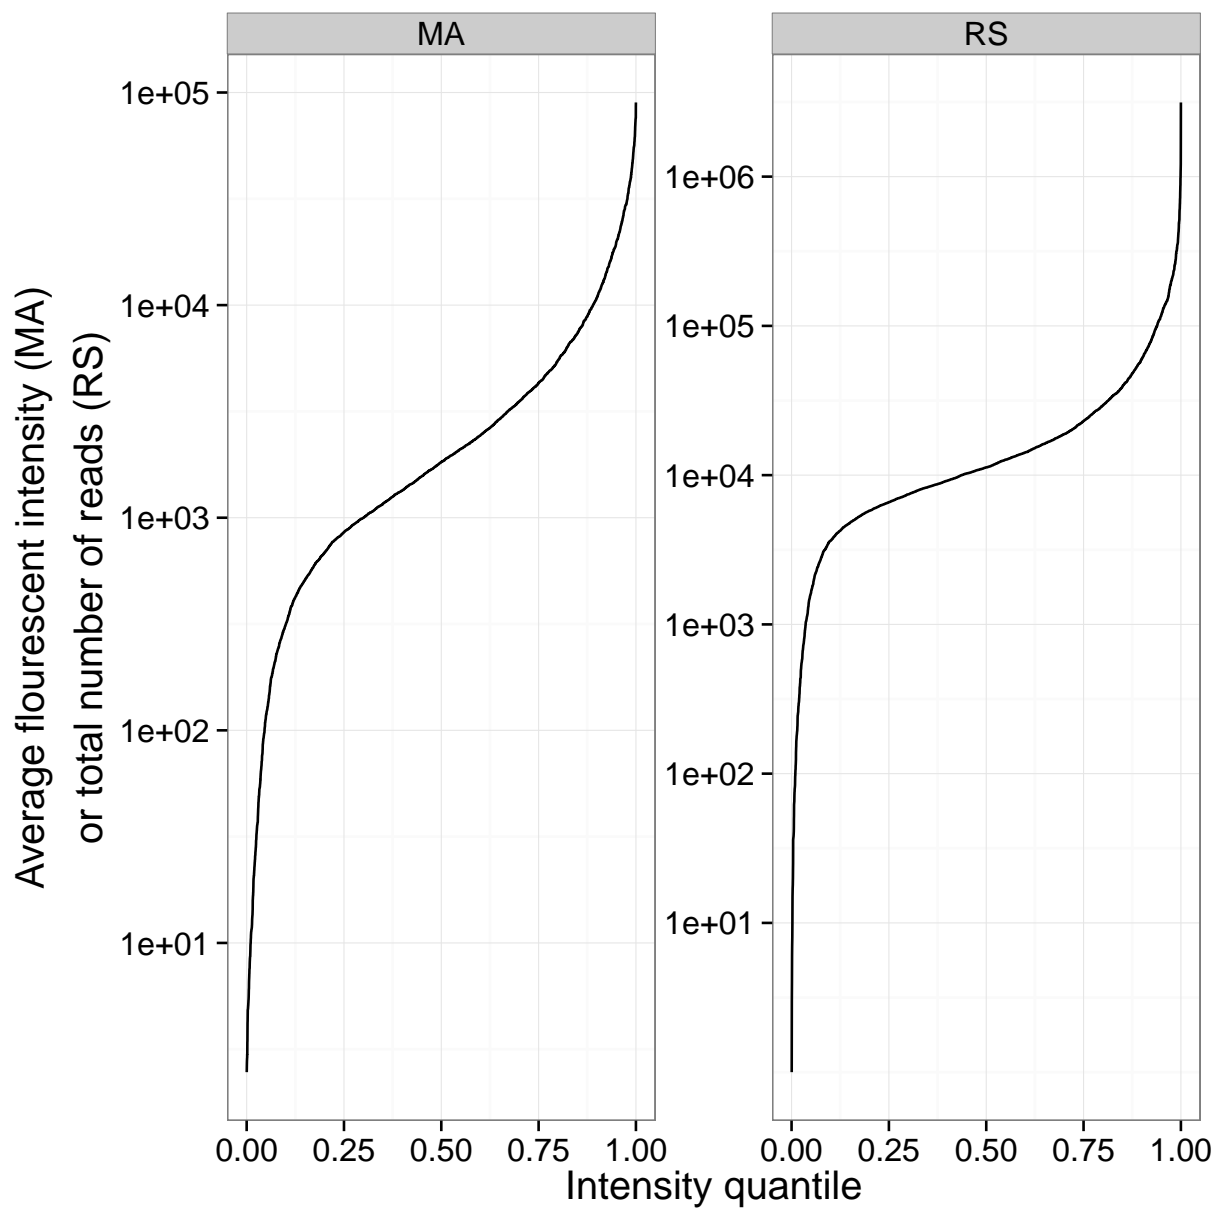

Figure S2: Relationship between the intensity quantile of a gene, as displayed in Figures 2, 3, and 4, to the gene's average fluorescence intensity in microarrays or the total number of reads in RNA-Seq.

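In the microarrays, the Cy5 intensity averaged over the 16 arrays was 418 at the 20th percentile of the 6206 ORFs, 607 at the 25th, 1552 at the 50th and 10008 at the 90th. It ranged from 2.43 to 88681. The lowest decile ended at 60.0 and the second decile at 418.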

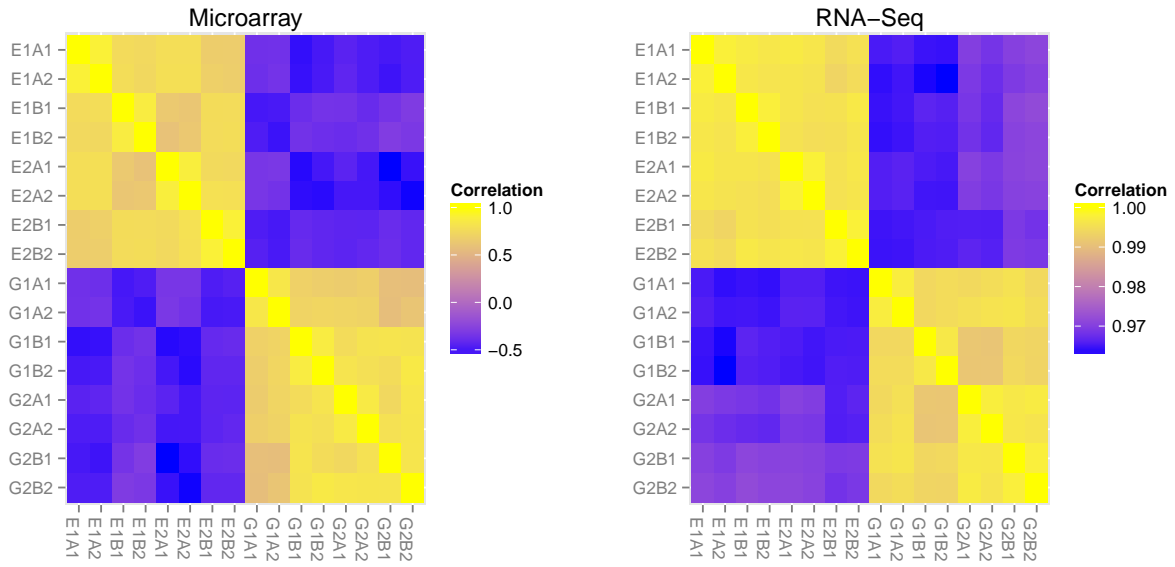

Figure S3: Spearman correlation matrices of microarray and RNA-Seq experiments. The microarray correlation matrix uses the  $\log(\text{cy5}/\text{cy3})$  fold change, where the reference channel is composed of an equally proportioned pool of all the samples, which means the correlation between samples can be negative. The RNA-Seq matrix uses the raw counts, which means the correlation is always close to 1.

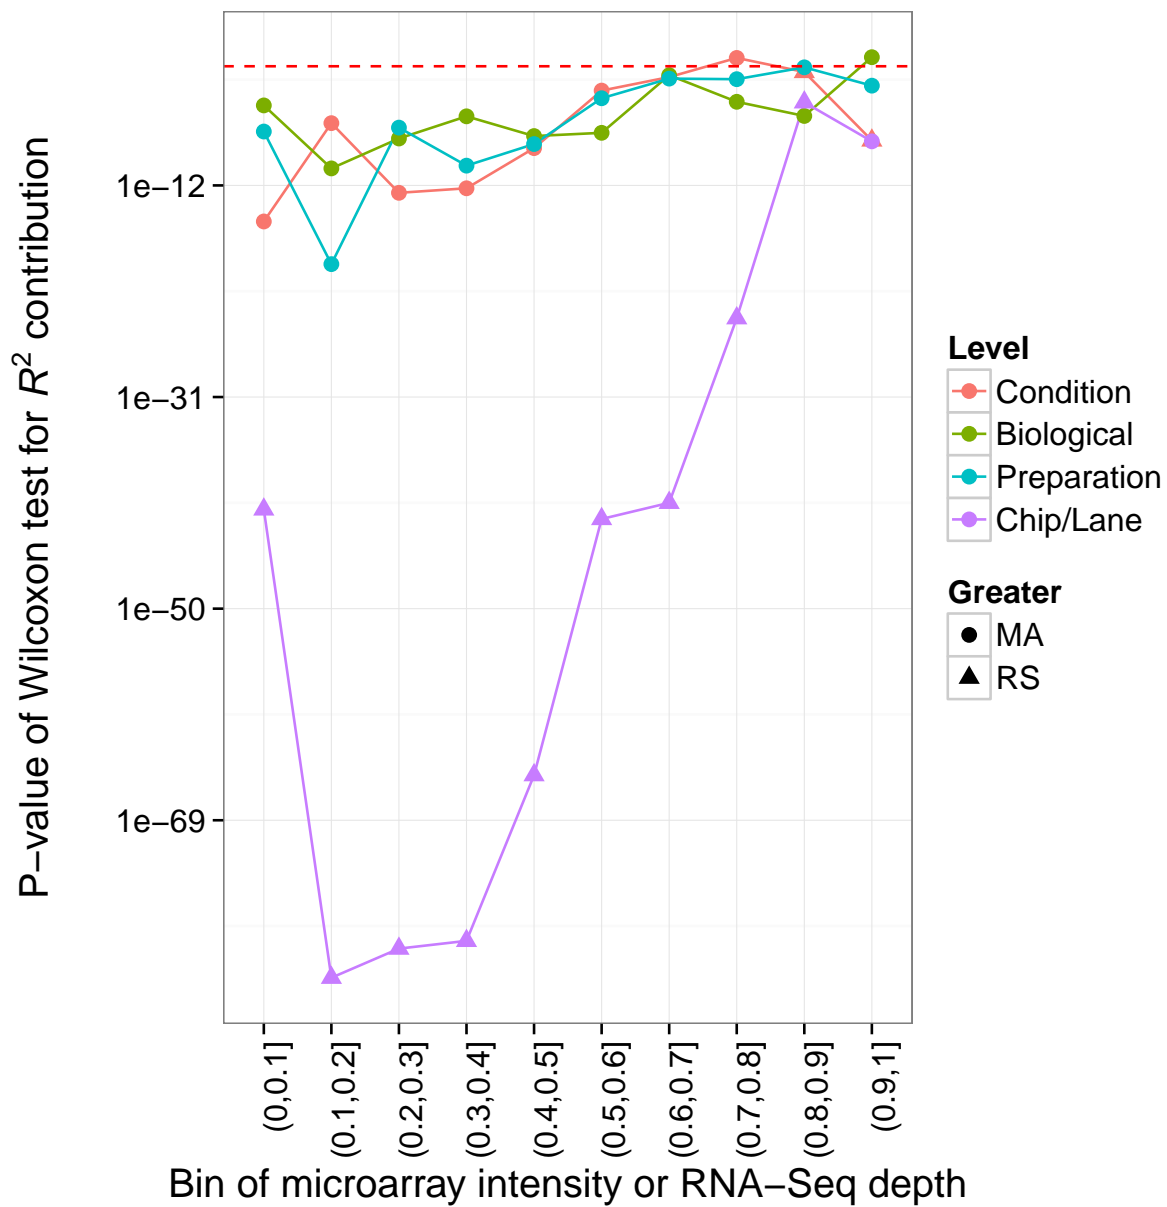

Figure S4: Wilcoxon rank-sum test p-values comparing the percent of variance explained at each level between RNA-Seq and microarrays, in each of 10 bins based on the intensity quantile. The shape of each point indicates whether RNA-Seq or microarrays showed higher  $R^2$  at that stage. The p-values are shown on a log scale, with  $p = 0.05$  shown as a horizontal dashed line.

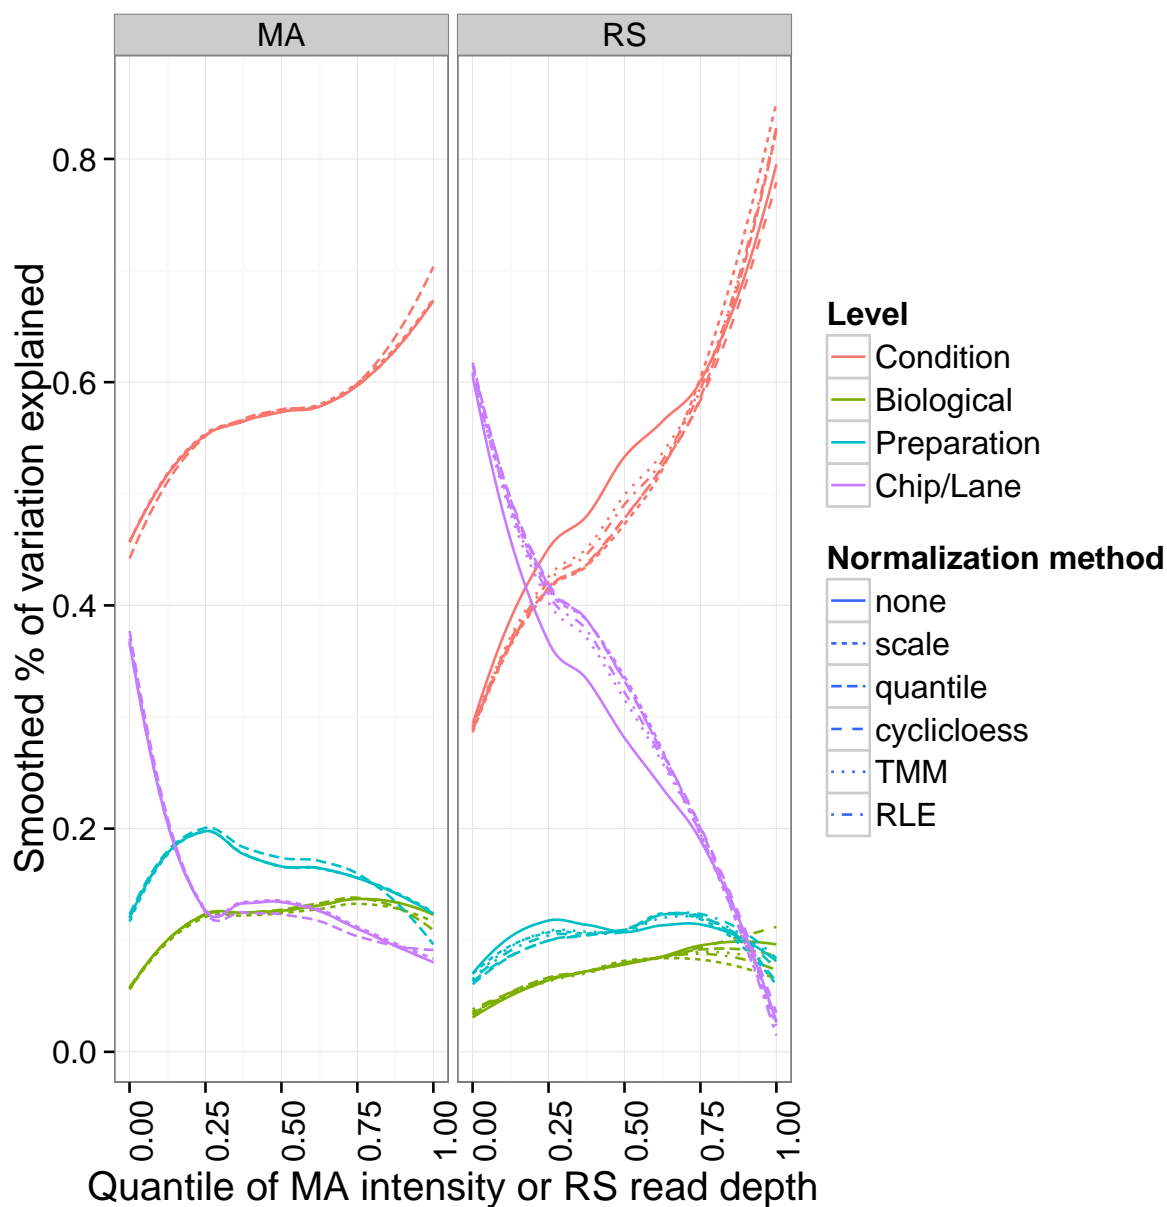

Figure S5: Percent of variance explained by each nested level of the experiment, comparing several normalization methods. “None”, “scale”, “quantile” and “cyclicloess” denote options used in `normalizeBetweenArrays` in the limma R package, TMM denotes the trimmed mean of M-values method of Robinson and Oshlack 2010, and RLE denotes the “relative log expression” method of Anders and Huber 2010. TMM and RLE were applied only to the RNA-Seq data.

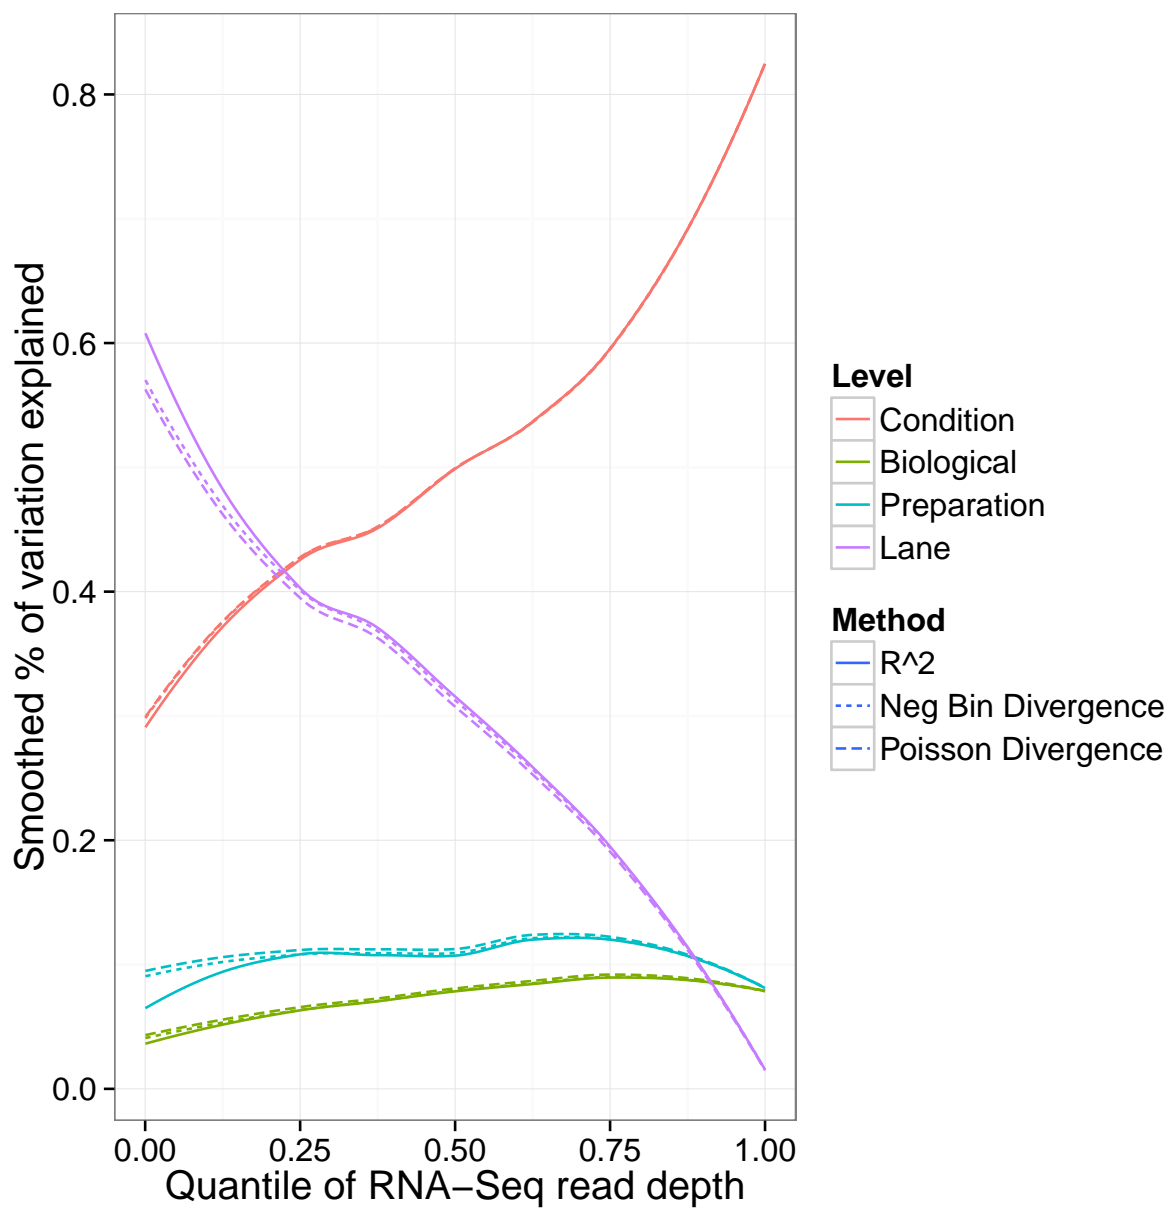

Figure S6: Comparison of an  $R^2$  from ANOVA computed for transformed RNA-Seq, using TMM normalization, to a pseudo- $R^2$  metric making use of either a Poisson or a negative binomial model.

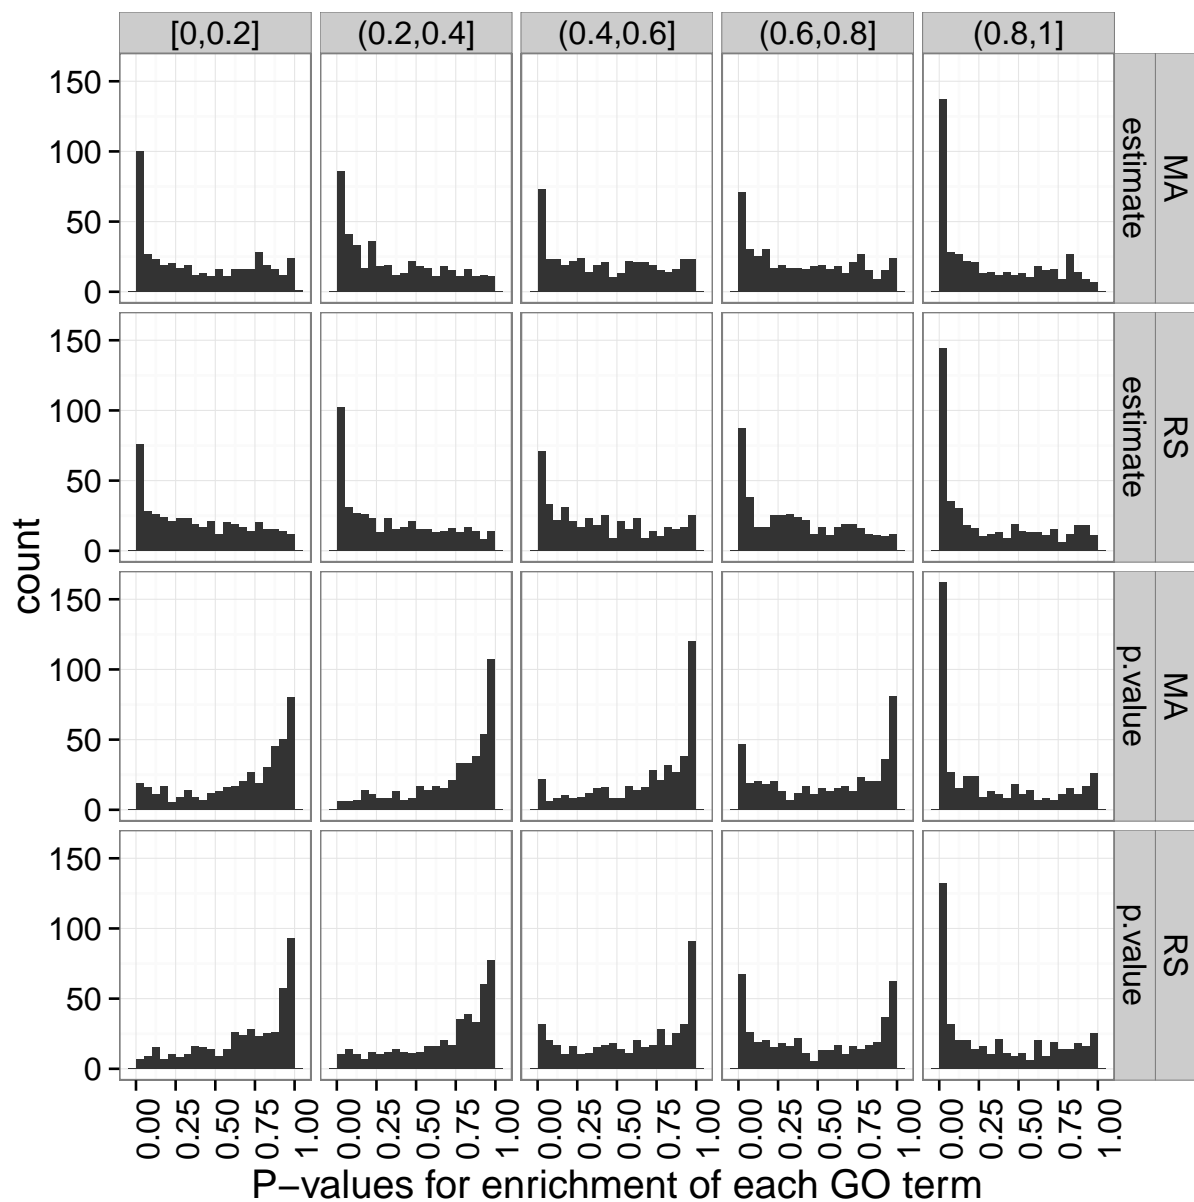

Figure S7: P-value histograms for Wilcoxon tests of gene set enrichment. The plot is divided vertically based on the technology (microarray or RNA-Seq) and metric (log fold change estimate or p-value) used in the enrichment analysis, and horizontally based on the quantile of the average intensity within each gene.

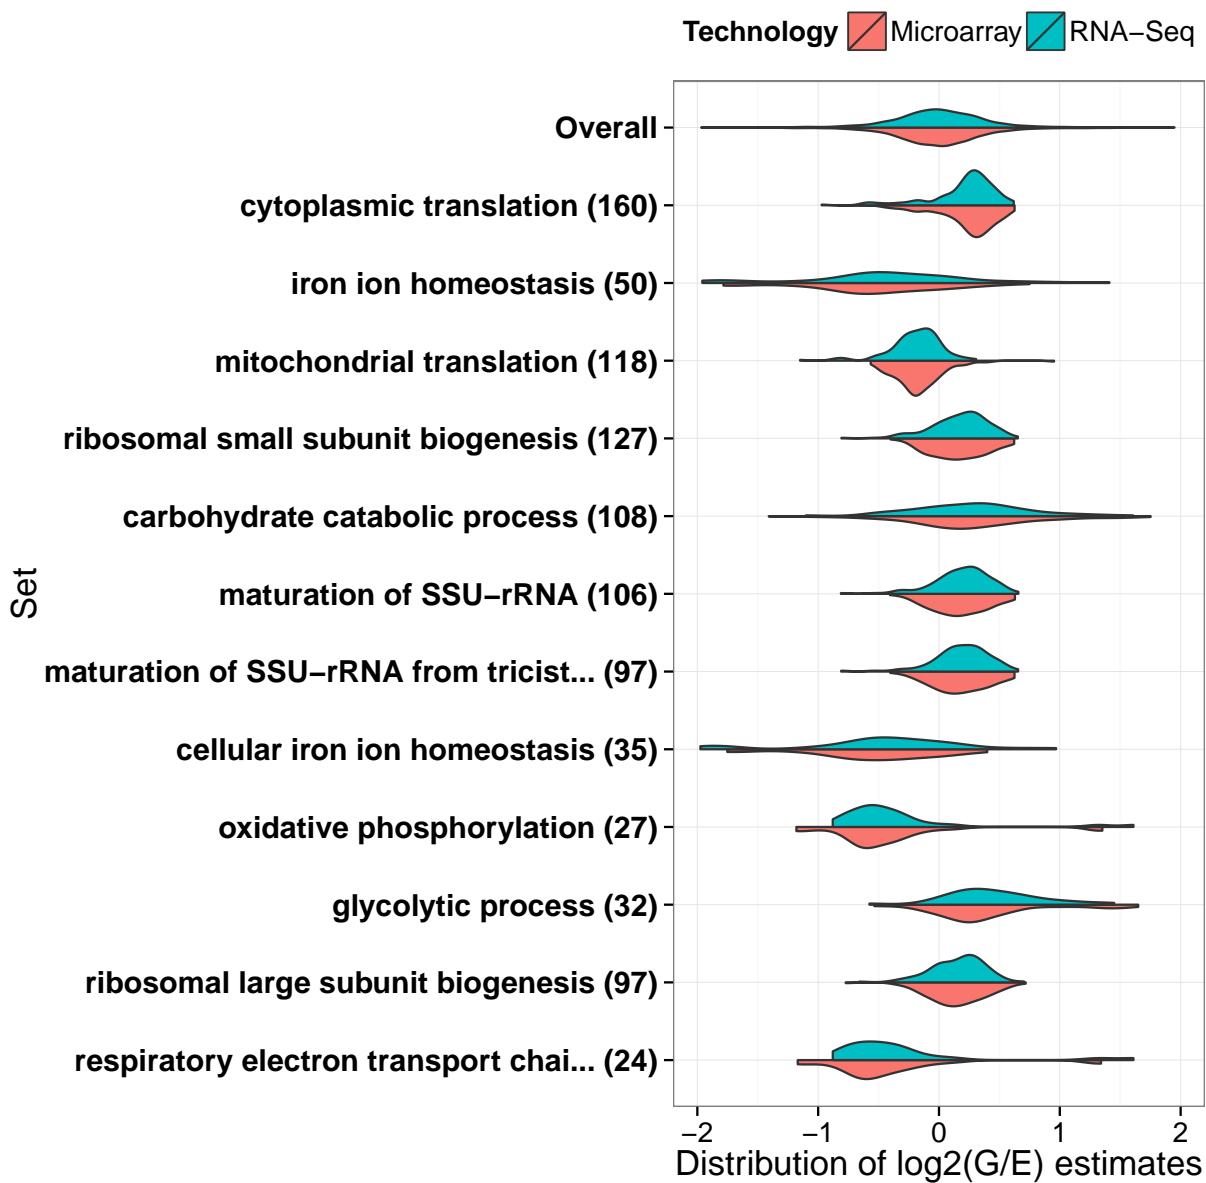

Figure S8: The 12 sets that were found most significantly differentially expressed in microarrays and RNA-Seq, within the Biological Process ontology.

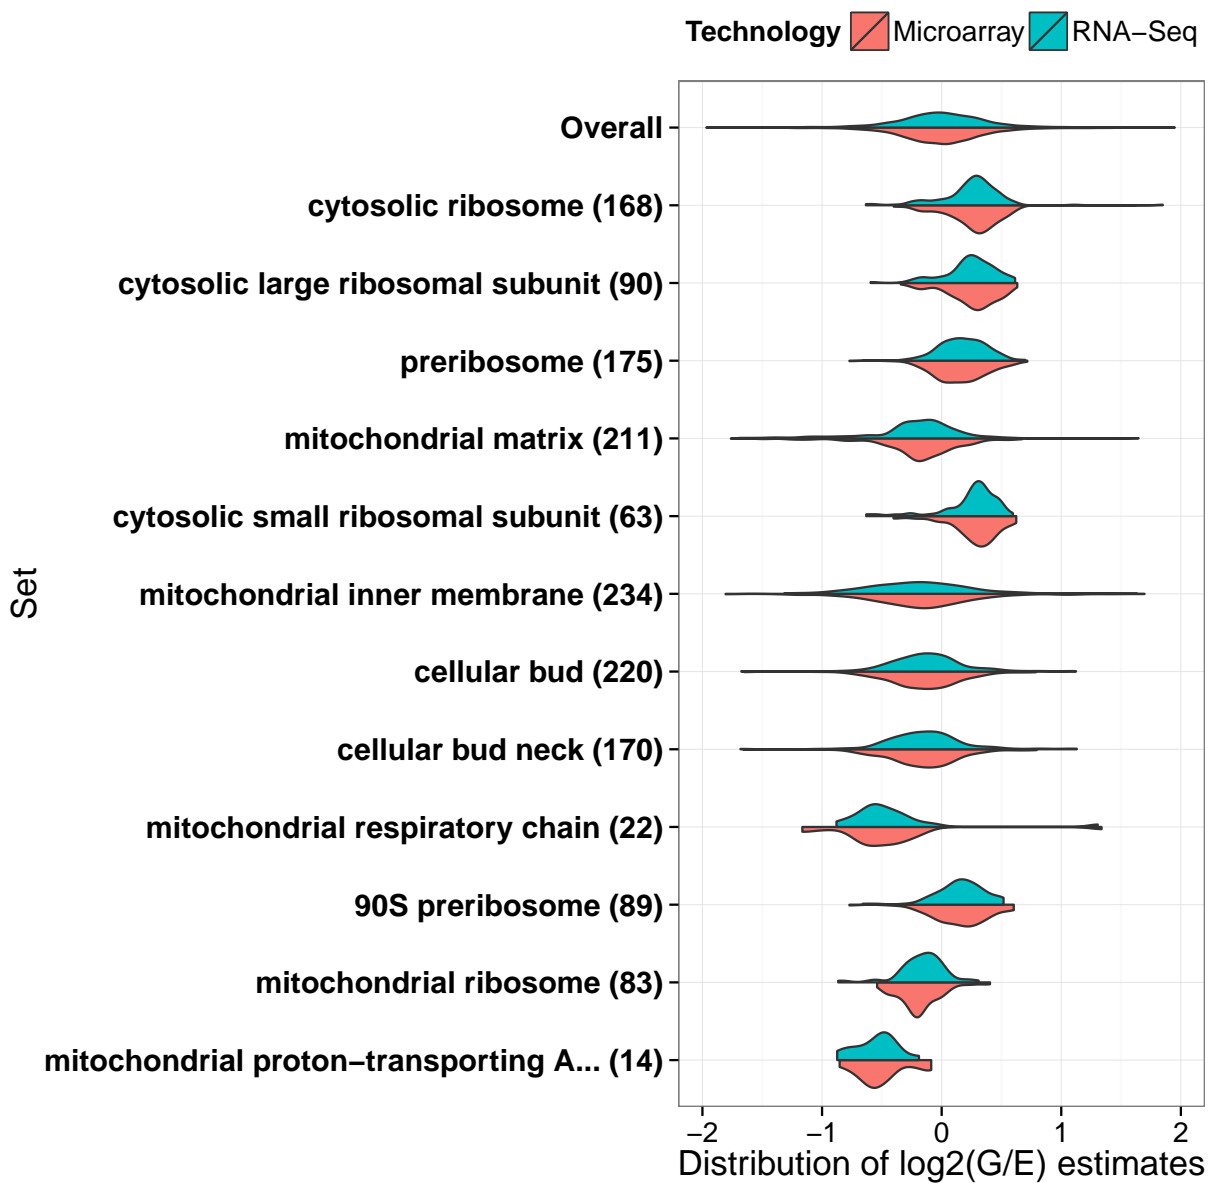

Figure S9: The 12 sets that were found most significantly differentially expressed in microarrays and RNA-Seq, within the Cellular Compartment ontology.

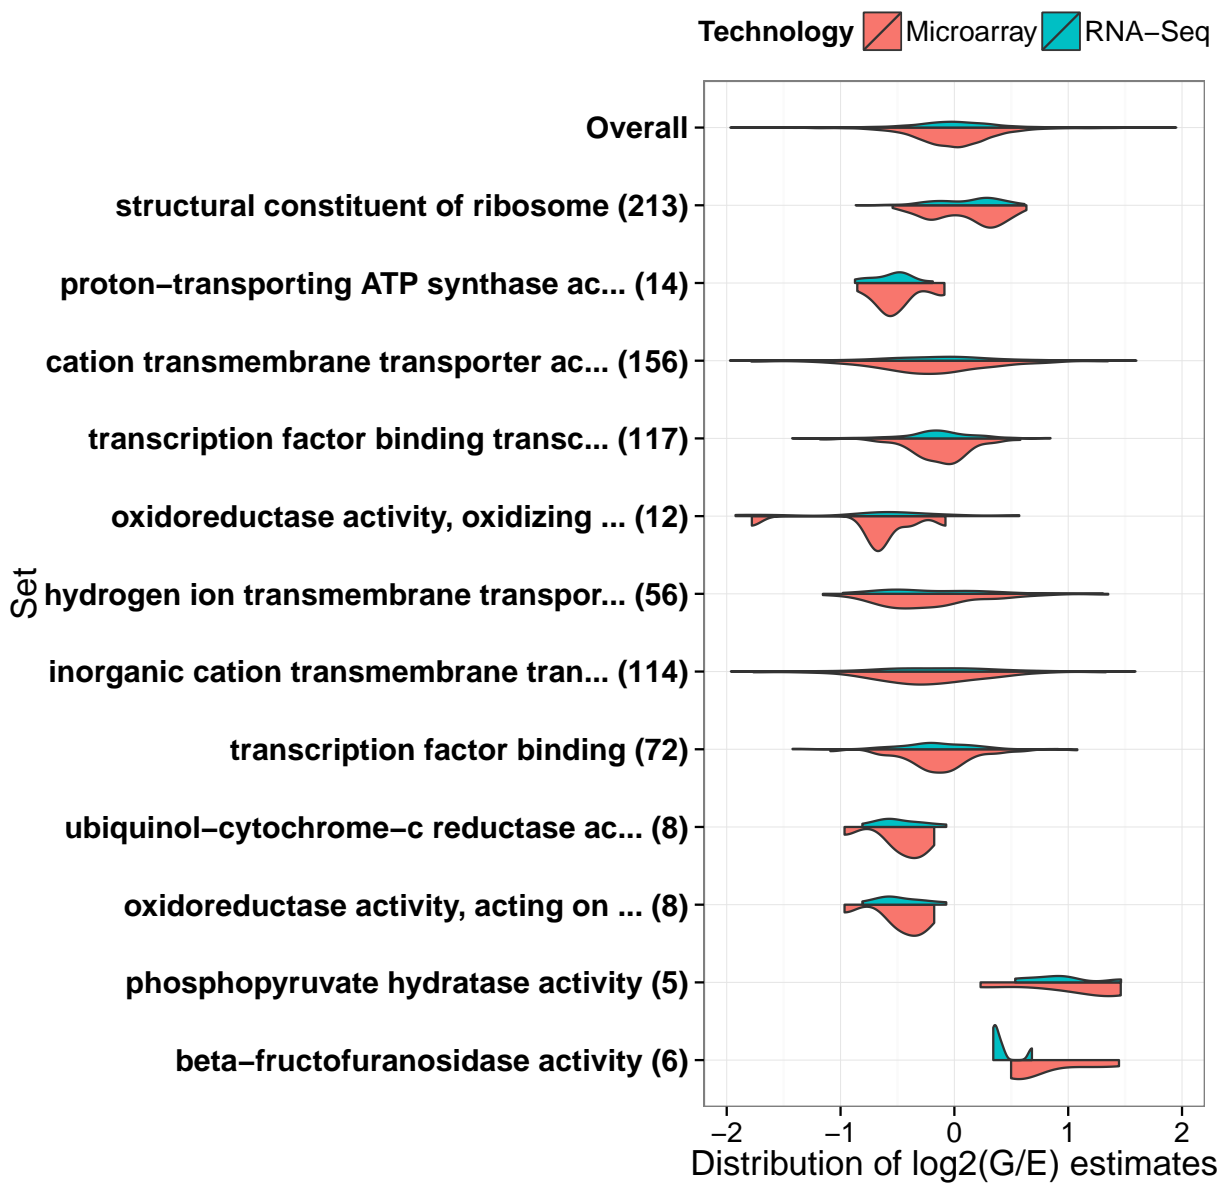

Figure S10: The 12 sets that were found most significantly differentially expressed in microarrays and RNA-Seq, within the Molecular Function ontology.

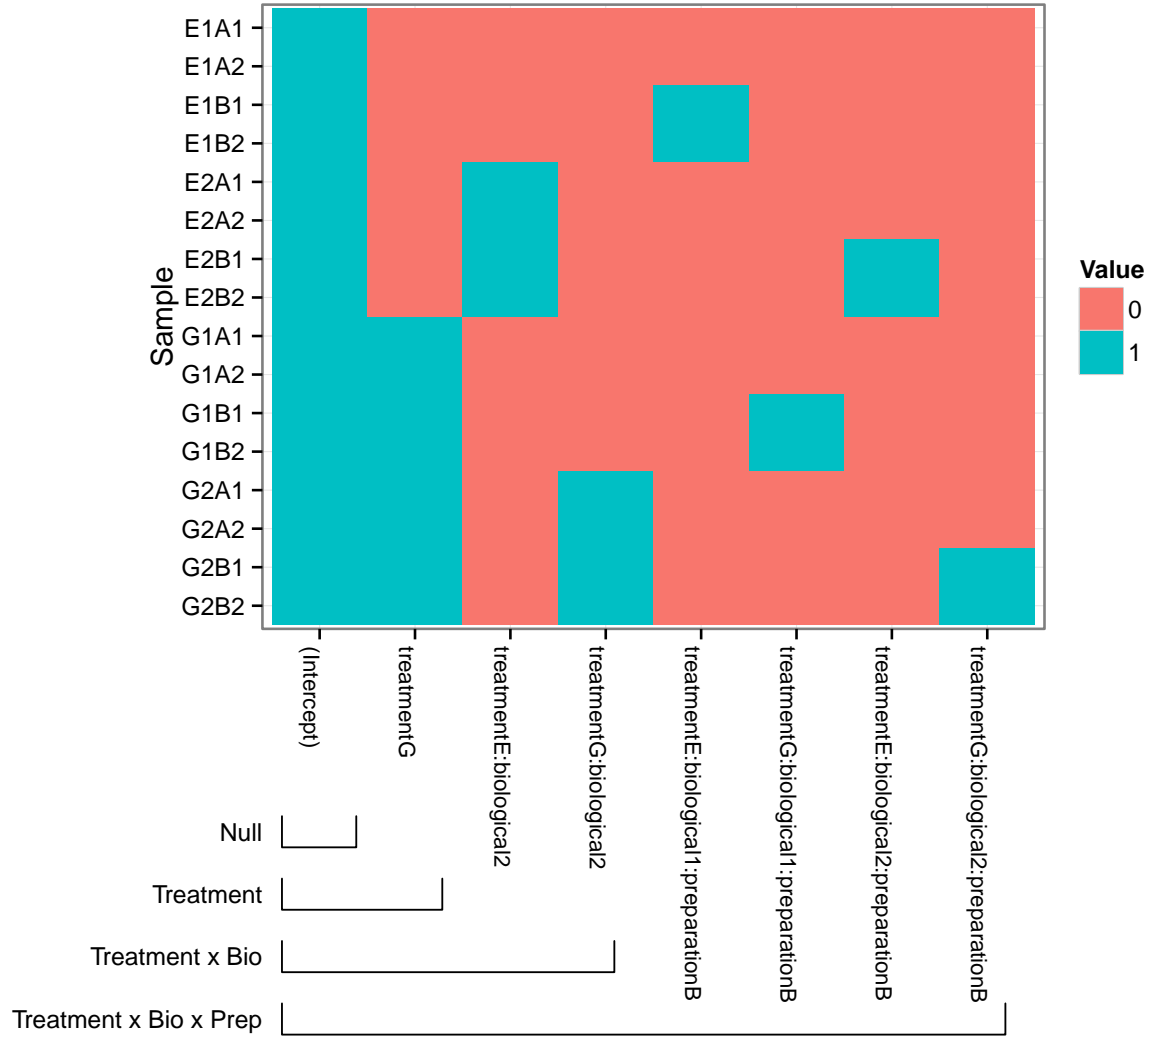

Figure S11: The design matrix  $X$  used to fit linear models to the nested experiment and determine  $R^2$ . The Null, Treatment, Treatment  $\times$  Biological, and Treatment  $\times$  Biological  $\times$  Preparation models use 1, 2, 4, or 8 columns of this matrix, respectively, as shown.

How the deposited data were processed for this re-analysis (not part of the article)

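The microarrays measured RNA of the yeast strain DBY12000 from chemostats limited by glucose (G) or ethanol (E). Each of the 4 biological samples, 2 per condition, was labelled in 2 preparations on different days, and each preparation was hybridized on 2 chips, which gave 16 arrays. Cy5 held the sample and Cy3 a pool of all samples on every array, so that log2(Cy5/Cy3) runs in the same direction throughout, and no dyes were exchanged. RNA-Seq and qPCR data were not analysed here, apart from the values printed in Supplementary Table S2, of which 881 ORFs were used.

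The authors deposited the Feature Extraction output of each array, in which the processed intensity of a spot is its signal after background subtraction with spatial detrending, with a surrogate for values near background and with linear and lowess dye normalization within the array, as the file headers state. The mean signal intensity and the median local background of each spot, as deposited, are not normalized. The deposited log10 ratio of a spot is that of its processed Cy5 over Cy3 signals and was used only for comparison. The authors also deposited a table of log2 ratios of Cy5 over Cy3 for 5611 ORFs, made after the software's dye normalization, without stating how spots were combined. Each column of that table was set against the log2 ratios averaged here over ORFs in common. Only ORFs whose spots were all well above background in both channels on the array were used, 5426 to 5523 per array. Dim ORFs are therefore not covered by this check. The Pearson correlation of a column with its own array was between 0.958 and 0.989, and it was higher than with any other array for all but the column of glucose replicate 2, preparation B, chip 1, which had 0.974 with its own array and 0.976 with another. The median absolute difference was smallest for its own array on all 16 arrays. Of the ORFs in the table, 5599 are on the array under the same name and 12 were not matched.

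The array has 15744 spots, of which 15208 carry yeast probes, 459 are positive controls and 77 are negative controls. Control spots were left out. Spots that the software marked as non-uniform were left out, and saturated spots were kept. The log2 ratios of the spots of a probe were averaged, then the probes of an ORF. Of 6206 ORFs, 25 have more than 1 probe. For these the range of log2(G/E) between probes had a median of 0.05 and a highest value of 0.52, and the probes had opposite signs for 4. Gene symbols were taken from the annotation of the R64 assembly for 5740 ORFs. The other 466 kept the name in the array's design. Probe positions are those of the array's design on the sacCer1 build. The reference of the R64 assembly was used only for names and for which genes neighbour each other. No ORF had a missing value on any array.

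Between 91.2% and 96.9% of the spots of yeast probes on an array were well above the Cy5 background. A probe is counted as well above background on an array when at least 0.5 of its spots are. Where this was so in Cy5 on no array of a condition, as for RSB1 and SMA2 among the named genes, no log2(G/E) is given. Only a bound on the change of the gene is given, and no fold where the bound is below 1. The bound divides the geometric mean of the brighter condition by the geometric mean of, for each array, the higher of the probe's own signal and the lowest signal of a probe well above background, in the Cy5 channel after loess and Aquantile normalization, and it is open to dye bias because no dyes were exchanged. The precision of every comparison between conditions is limited by the 2 biological samples per condition.

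For differential expression, arrays were averaged within each biological sample, as the paper states, and the 4 averages were quantile normalized. The paper's text does not name the normalization used for this test and compares several. A linear model with empirical Bayes shrinkage was fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0. It had 2 residual degrees of freedom and 3.21 prior degrees of freedom. The q-value of Storey was computed with lambda from 0.05 to 0.95. Quantile normalization gives the extreme ORFs of different samples equal values, so their spread within a condition can be 0. The share of variance of each level is the difference in adjusted R2 between 3 nested linear models with 1, 3 and 7 predictors, averaged over 10 bins of intensity, with intervals from 1000 bootstrap draws over ORFs, and smoothed by loess with a span of 0.75 and degree 2. Correlations between chips used windows of 500 ORFs. Gene lists were written before the data were examined and were tested with the Wilcoxon rank-sum test, or by 100000 permutations of the mean rank for lists of under 10 ORFs. The lists are glycolysis, gluconeogenesis and the glyoxylate cycle, the pyruvate branchpoint, the TCA cycle, respiratory chain complexes III and IV, the mitochondrial ATP synthase, ferric reductases, iron uptake and homeostasis, cytokinesis and the bud neck, and cytosolic and mitochondrial ribosomal proteins.

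The genes named in the text are those the paper names in its text or Figures 5 and 6, members of the lists that a claim singles out, and the 5 ORFs with the highest and the 5 with the lowest log2(G/E) among the 4628 with a q-value of at most 0.05 and the same direction in all 4 pairings of a glucose with an ethanol sample. The genes related in sequence to those measured by qPCR are named in the closing section.

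The replicate number marks a shared growth day, since the paper states that a colony was split into ethanol and glucose cultures and that a second set was prepared on a different day. The deviations of the ethanol sample and the glucose sample of the same number from the means of their conditions had a Pearson correlation of -0.0983 and a Spearman correlation of -0.224 across the 6206 ORFs. The main comparison uses no block for the replicate number, as the paper's methods name none. With it, 4292 ORFs had a q-value of at most 0.05, of which 4255 were among those called without it, with 1 residual degree of freedom.

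Alternatives set before the data were examined were no normalization between arrays, scale normalization and cyclic loess in place of quantile normalization, normexp with an offset of 50 and loess in place of the software's processed signals, the authors' table of log2 ratios, only ORFs well above background in both channels on at least 8 arrays, population outliers also left out, the brightest probe in place of the mean, normalization before averaging, each chip or preparation alone, each biological sample left out in turn, the replicate block, all arrays with chip as a block and the biological sample as a random block, the Benjamini-Hochberg adjustment, no empirical Bayes shrinkage, variance components in place of differences of adjusted R2, intensity averaged over both channels, and camera and fry for the gene lists. The restriction to ORFs of the authors' table, the crossed replicate block and camera with the correlation estimated for each list were added after the data were seen.

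The procedure for differential expression was tested on simulated data for 2 glucose and 2 ethanol samples and 6206 genes. Of 200 genes changed by known amounts around the pool in both directions, 195 (97.5%) were recovered, with 17 false calls (8.02% of calls, above the nominal 5%) and a slope of the estimates on the truth of 0.993. With no gene changed there were 0 calls. In another simulation, with the same changes placed in the glucose samples alone, 189 (94.5%) were recovered, with 70 false calls (27.0%) and a slope of 0.671, which shows a limit of quantile normalization when changes lie in 1 condition alone. That simulation was run first and exceeded the 12% of false calls allowed in advance. The simulation around the pool was written after this outcome was seen, on the ground that the reference is a pool of all samples, and the limit was then applied to it alone. The q-value method estimated the unchanged share as 0.908 and 0.893 in these simulations and as 0.194 in the data. Their shares of false calls therefore do not describe the calls made here. Changes in the data were also not all split evenly around the pool. HXT2 had -4.40 in ethanol and 0.94 in glucose, and PCK1 had 1.03 and -4.40.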

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

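The tests of competition at bright spots, of the zero level of the array with many surrogate spots, of the spread of the log2 ratios for GAS2 of the correlation between chips for ORFs outside the authors' table, over all of them and by background, and of the Cy3 difference by intensity decile were chosen only after the result was seen. The other tests in this part were chosen before it. The array measures and the log2 ratios of the 13 genes measured by qPCR were compared among the 8 arrays of each condition in 56 groups of values. A value is listed here when its gap to the nearest other array, divided by the range of the 8, was above Dixon's 95% limit. This was so for 6 of the 56 groups, where chance gives about 1 in 20. The design gives no biological factor for a difference between arrays of a biological sample, and no biological explanation was tested for these 6.

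The SD of the 77 negative control spots in Cy5 was 231 on the array of ethanol replicate 1, preparation B, chip 2, and the next highest ethanol array had 106. A noisier array throughout is argued against, since its Spearman correlation with the other chip's array of the same preparation was 0.915, ranking 6 of 8 from the lowest. The median absolute deviation of the same spots was 6.00, within the 3.85 to 7.97 of the other ethanol arrays, which is consistent with a few bright negative control spots.

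The array of glucose replicate 2, preparation B, chip 1 had 714 spots with a Cy5 surrogate, against 404 on the next glucose array and 176 on the lowest. The median of its negative control spots in Cy5 was -21.2, the lowest of the 8 glucose arrays. A lower zero level after background subtraction is a candidate explanation, found and tested on the same arrays.

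The SD of log2(Cy5/Cy3) over all ORFs was 0.398 on the array of ethanol replicate 2, preparation A, chip 1 (next highest 0.352) and 0.281 on the array of glucose replicate 2, preparation A, chip 2 (next lowest 0.305). Over the 5631 ORFs well above background in both channels on all 16 arrays, these SDs were 0.336, with 0.302 to 0.338 on the other ethanol arrays, and 0.259, with 0.258 to 0.295 on the other glucose arrays. Neither array then stood outermost, so the spread of dim spots may account for both.

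RCK1 had a log2(Cy5/Cy3) of 0.27 on the array of glucose replicate 2, preparation B, chip 2, and the next lowest glucose array had 0.58. Its Cy5 signal there was 18.4, within the 10.7 to 25.3 of the other glucose arrays and above the lowest signal well above background on that array, 7.32. In Cy3, all its spots were well above background on only 2 of the 8 glucose arrays. A signal near background and another cause cannot be told apart, because the Cy3 signal that enters the ratio is itself close to background.

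GAS2 had a log2(Cy5/Cy3) of 0.61 on the array of ethanol replicate 2, preparation A, chip 1, where the next highest ethanol array had 0.53. This is also the array with the largest SD of log2 ratios. The gap divided by the range was 0.545 after quantile normalization of the 16 arrays and 0.492 before it, on either side of the limit. The larger spread of all log2 ratios on that array and another cause cannot be told apart, because the values compared were normalized already and both ratios lie close to the limit.

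The authors' table leaves out 607 ORFs of the array. Of these, 418 (68.9%) had a q-value of at most 0.05, with 189 higher in glucose and 229 higher in ethanol, against 4303 of the 5599 ORFs in the table (76.9%). Their median Cy5 intensity was 20.1, and 419 lie in the lowest decile. Of the 384 that were well above the Cy5 background on at least 8 arrays, 305 changed. Of the 418, 45 changed by a log2(G/E) over 1 in size. Over all 607, log2(G/E) had a Pearson correlation of 0.878 between the chips and the same direction for 80.1%, against 0.992 and 96.4% for the ORFs of the table. This argues against noise that differs between the chips as the source of all these changes, but not for the dim ORFs. For the 384 it is argued against by a Spearman correlation of 0.974 between the chips, with the same direction for 93.8%. For the other 223, of which 113 changed, the Spearman correlation was 0.404 and the direction the same for 56.5%. Noise that differs between the chips and a change cannot be told apart there, because the value lies between the limits of 0.3 and 0.7. The Spearman correlation was taken after both were seen, and Pearson's, 0.735, lies above 0.7. For the changed ORFs alone the direction was the same on both chips for 95.9%, but these were chosen for being changed, so noise of dim probes cannot be told apart by that value. Transcripts of the neighbouring gene are argued against as the source of all these changes by a low correlation. Over 517 ORFs, log2(G/E) had a correlation of 0.138 with that of the nearest ORF of the table. Over 4998 ORFs of the table the correlation was 0.0935 (Spearman 0.242 and 0.0915). The higher Spearman correlation outside the table leaves a contribution of neighbours to some changes open, and noise of dim ORFs lowers such a correlation. What also stays open is noise of the preparation or the culture that both chips share, and the growth condition, which was not tested apart from it.

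In the Cy3 channel, which held the same pool on every array, 109 ORFs differed between glucose and ethanol arrays at a q-value of at most 0.05 (57 with the Benjamini-Hochberg adjustment and 727 at an unadjusted p under 0.05). The median size of the Cy3 difference was 0.31 over the 109, where that of log2(G/E) was 1.14, and 0.02 over all ORFs, where that of log2(G/E) was 0.21. Of the 109, 100 ran against the sign of log2(G/E). With any 1 of the 4 biological samples left out, limma called 0 ORFs, also with the Benjamini-Hochberg adjustment, with 551 to 764 at an unadjusted p under 0.05. With the replicate block it called 1, with 660 at an unadjusted p under 0.05. Over all ORFs the Cy3 difference had a correlation of -0.347 with log2(G/E). In the highest intensity decile, where 86 of the 109 lie, it was -0.810, the most negative of the 10, with a slope of -0.20. In deciles 7 to 9 it was -0.147, -0.309 and -0.507. It was -0.155 in decile 1, 0.061 to 0.128 in deciles 2 to 5 and -0.00875 in decile 6. Cy3 shared by both measures is argued against as the whole cause, since the correlation with the Cy5 difference, which does not contain Cy3, was -0.158 over all ORFs. That value comes from the bright ORFs: it was -0.70 in the highest decile, which argues against this explanation there, and 0.0784 over the other 9, where shared Cy3 stays a candidate explanation. Among these it was 0.071 to 0.222 in deciles 1 to 6, but -0.238 and -0.433 in deciles 8 and 9. Dye normalization by the Feature Extraction software is argued against, since before that step the correlation with log2(G/E) was -0.425 over all ORFs, -0.853 in the highest decile and -0.131 over the others, the last close to the limit of -0.1. Competition of the 2 labelled targets at bright spots is a candidate explanation. It would make log2(G/E) of bright ORFs larger in size, and by how much was not tested.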

How the results depend on the processing

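The settings chosen only after the data were seen are the restriction to ORFs of the authors' table, the crossed replicate block and camera with the correlation between genes estimated for each list. The others were set before the data were examined. No gene list changed direction under any setting, and no named gene with a given log2(G/E) did. SMA2 and RSB1 were left out of this statement because their probes were at background in a condition. In the lowest decile the chip share, 58.6%, was above the condition share, 30.3%. This order was reversed with the filter on dim ORFs, the authors' table and the restriction to its ORFs, with shares given below. The chip share common to all biological samples, 7.42%, was below the 12.5% expected by chance. With the filter on dim ORFs it rose above that, to 13.6%. Without glucose replicate 1 it was 13.5%. With 1 biological sample left out the share expected by chance is higher than 12.5%, so that value is not above chance by this comparison.

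The number of ORFs with a q-value of at most 0.05, 4721, lay between 3342 and 5050 over 23 settings, within 1.5 times the main count in each. At a q-value of at most 0.01, where the main count was 3364, it was 2009 with the Benjamini-Hochberg adjustment and 891 without empirical Bayes shrinkage, and with 1 biological sample left out it lay between 2197 and 2445. In those fits a condition is left with 1 sample, which is assumed to vary like the others. With the replicate block, 4292 ORFs were called at 0.05 and 3008 at 0.01. The block moved the count of ORFs called in the Cy3 channel from 109 to 1 and no other count by more than 1.5 times. With it, 466 ORFs lost their call and 37 gained one, and the named genes kept theirs. The block leaves log2(G/E) as it is, so the rank-sum test was not run with it, and camera with the block and the preset correlation gave the same calls of the 11 lists. With the replicate numbers crossed, 5050 and 3668 ORFs were called. The count in the Cy3 channel was 224 with the filter on dim ORFs, and 0 to 0 with 1 biological sample left out. When all arrays counted as replicates, the count lay between 4808 and 5514 over 6 settings.

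Apart from SMA2 and RSB1, whose probes were at background in a condition, the named genes kept their direction over 21 or 22 settings each. All of these but SPS1 also kept their side of the threshold. SPS1 no longer passed it with the authors' table, preparation B alone, the Benjamini-Hochberg adjustment, without ethanol replicate 2 or without glucose replicate 2. Under the 15 settings set in advance no list's call changed except with fry, where the pyruvate branchpoint had an adjusted p of 0.0158. That test asks whether the genes of a list change at all, not whether they differ from the other ORFs, so it does not bear on the rank-sum test. With camera and the estimated correlation, chosen after seeing the data, the other 10 lists were no longer past the threshold. Their adjusted p was 0.232 for mitochondrial ribosomal proteins and gluconeogenesis, 0.261 for the respiratory chain and cytosolic ribosomal proteins and 0.256 for the other 6, in the same direction. That test has the 2 residual degrees of freedom of the samples. With the correlation preset, camera kept the call of all 11 lists.

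With cyclic loess, in the highest decile the condition share of variance was 63.4% and the chip share 11.3%, and the Pearson correlation between chips was 0.944. With normexp and loess, in the lowest decile the condition share was 36.5% and the chip share 48.1%. Between chips, Pearson was 0.996, Spearman 0.989, the window of lowest intensity 0.945 and the mean absolute difference in the lowest decile 0.051, and the Spearman correlation between arrays was 0.967 for chips and 0.838 for preparations. With the authors' table, in the lowest decile the condition share was 49.5% and the chip share 30.1%, and in the highest the chip share was 9.50%. Between chips, Pearson was 0.990, Spearman 0.981, the window of lowest intensity 0.959, the mean absolute difference in the lowest decile 0.11 and the Spearman correlation between arrays 0.941.

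With the filter on dim ORFs, the shares over all ORFs were 60.0% for condition, 18.6% for preparation and 8.31% for chip, and in the lowest decile 55.3% for condition and 17.1% for chip. Between chips, Pearson was 0.997, Spearman 0.994, the window of lowest intensity 0.991 and the mean absolute difference in the lowest decile 0.062, and the Spearman correlation between arrays was 0.973 for chips and 0.831 for preparations. The share common to all biological samples was 74.8% for preparation, 13.6% for chip and 15.0% for chip by preparation. The filter leaves out 353 ORFs, which changes the ORFs that make up the lowest decile. With only the ORFs of the authors' table, chosen after seeing the data, the shares over all ORFs were 59.8% for condition and 8.90% for chip, and in the lowest decile 54.7% and 22.0%. Between chips, Pearson was 0.992, Spearman 0.982, the window of lowest intensity 0.966 and the mean absolute difference in the lowest decile 0.096. With variance components, the shares over all ORFs were 59.4% for condition, 18.7% for preparation and 9.32% for chip, in the lowest decile 35.4% for condition and 43.0% for chip, and in the highest 4.39% for chip.

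With each biological sample left out in turn, the shares over all ORFs were 55.9% to 58.8% for condition, 6.69% to 11.0% for biological variation, 17.8% to 20.2% for preparation and 13.1% to 15.7% for chip. In the lowest decile they were 29.3% to 30.2% for condition and 54.7% to 61.8% for chip, and in the highest 65.2% to 70.6% and 6.08% to 8.88%. Between chips, Pearson was 0.967 to 0.979, Spearman 0.928 to 0.957, the window of lowest intensity 0.742 to 0.860 and the mean absolute difference in the lowest decile 0.23 to 0.30. The correlation with the paper's RNA-Seq log2(G/E) was 0.826 to 0.848 by Pearson and 0.731 to 0.782 by Spearman. The share common to all biological samples was 60.3% to 75.8% for preparation, 8.75% to 13.5% for chip and 17.4% to 35.2% for chip by preparation. In these fits the shares expected by chance are higher than the 25% and 12.5% that hold for all 4 samples. The highest chip by preparation share, 35.2%, came without ethanol replicate 1, and the highest chip share common to all, 13.5%, without glucose replicate 1.

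For the moved values whose cause is not given with them, the cause was not tested. In the lowest decile the standard error of log2(G/E) had a median of 0.096, against 0.056 to 0.064 in the other deciles. It was 0.11 for the 353 ORFs of that decile that the filter on dim ORFs leaves out and 0.080 for the 268 it keeps.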

Differences from the paper's values

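Of the settings named in this part, the restriction to ORFs of the authors' table was chosen only after the values were seen. The values of the paper's figures were read by eye, and each is given as the paper's. Values here are those of the analysis described above unless a setting is named. The other settings are alternatives set before the data were examined, and every one of them that is not named for a value still differed. A correlation or log2(G/E) is taken to differ when it lies farther from the paper's value than the spread (for log2(G/E) the standard error). A share or an absolute difference is taken to differ when it lies farther than the spread over the fits with 1 biological sample left out and 1 value is also over 1.5 times the other. A difference closed under a setting when this no longer held, which can leave the values well apart.

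In Fig. 3, the paper's share of variance at intensity quantile 0 is about 44% for condition, about 38% for chip, about 12% for preparation and about 6% for biological variation, read by eye. The values here were 23.9%, 73.1%, 2.60% and 0.443%. For condition, the difference closed with the authors' table of log2 ratios (44.5%), the filter on dim ORFs (53.4%), normexp and loess (32.1%) and variance components (29.4%). For chip, it closed with the authors' table (37.5%) and variance components (53.7%). For preparation, it closed with the authors' table (12.1%), the filter on dim ORFs (16.6%), variance components (10.9%) and without glucose replicate 2 (8.36%). For biological variation, it closed with the authors' table (5.87%), normexp and loess (4.84%) and variance components (6.05%). The restriction to ORFs of the authors' table, chosen after seeing the values, closed it for condition (50.5%), chip (28.9%), preparation (14.7%) and biological variation (5.94%). At intensity quantile 1 the paper's chip share is about 9% in Fig. 3, read by eye, and the value here was 5.54%. That difference closed with the authors' table (9.20%), cyclic loess (11.3%), without ethanol replicate 1 (7.08%) and without ethanol replicate 2 (7.96%).

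In Fig. 4, the paper's Pearson correlation between chips in the window of lowest intensity is about 0.96, read by eye, against 0.846 here. It closed with the authors' table (0.959), normexp and loess (0.945) and the filter on dim ORFs (0.991), and with the restriction to ORFs of the authors' table (0.966), chosen after seeing the values. The paper's absolute difference between chips at intensity quantile 0 is about 0.16 in Fig. 4, read by eye, against 0.30 here. It closed with the authors' table (0.15), and with the restriction to ORFs of that table (0.13), chosen after seeing the values.

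In Fig. 5, the paper's microarray log2(G/E) of DAK2 is about 5.2, read by eye, against 4.81 here. It closed with no normalization (5.28), scale normalization (5.12) and without glucose replicate 2 (5.26). The paper's value for RCK1 is about 1.7 in Fig. 5, read by eye, against 1.97 here, and that for PTR2 is about 0.9, read by eye, against 1.08 here. Both closed with the authors' table (1.73 for RCK1 and 0.95 for PTR2), as did those for ANB1 and SPS1: the paper's values are about 0.55 and about 0 in Fig. 5, read by eye, the values here were 0.71 and 0.12, and the table gave 0.58 and 0.0015. The paper's value for MEK1 is about 1 in Fig. 5, read by eye, against 1.28 here, and no setting closed it. For DAK2 and RCK1 the standard errors here, 0.09 and 0.05, rest on ethanol samples that quantile normalization tied. Without normalization they were 0.13 and 0.06, less than the gaps to the paper's values. With each biological sample left out in turn DAK2 lay between 4.58 and 5.26, a range that contains the paper's value. RCK1 was well above background on only 1 of 8 ethanol arrays. Whether DAK2 and RCK1 differ from the paper's values is therefore left open. SMA2 and RSB1 are not compared by value, since their probes were well above background on no array of a condition. The bound for RSB1, at least 1.12-fold higher in ethanol, does not go against the figure.

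The paper states that condition and chip or lane were the largest sources of variation at almost all intensities in both technologies. In the microarrays here, condition was the largest in 9 of 10 intensity deciles and preparation, not chip, was the second largest in those 9. The preparation share exceeded the chip share in 9 or 10 deciles under each of the 15 other settings. The paper states that its 13 genes for qPCR lie in the lowest 20% of intensity. Here 12 of the 13 did, with DAK2 at the 23.9th percentile of all ORFs. Among the ORFs of the authors' table, a set chosen after seeing the values, all 13 did.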

Other observations

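The tests in this part of dim probes for the difference between preparations, of the row of the slide for the component of chip by preparation, of dim probes for the mitochondrial ORFs, of HYP2, RCK2 and OPT2 for cross-hybridization, and of FRE4 with FRE7 and FRE8 included were chosen only after the result was seen. The others were chosen before it. The mitochondrial ORFs were chosen as a group after their values were seen.

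The preparations A and B were labelled on different days, and part of the difference between them was common to the 4 biological samples. Of the preparation sum of squares, 61.9% was common, where 25 is the percent expected by chance. The A minus B difference had a correlation between biological samples of 0.269 to 0.730 over the 6 pairs, and a median size of 0.06 against 0.21 for log2(G/E). The row of the slide is argued against, since the rows were exchanged between the chips and the difference had a correlation of 0.514 between them. The reference channel is argued against, since the correlation with the A minus B difference of Cy3 was -0.161, against 0.786 for Cy5. GC content of the probes is argued against, with a Spearman correlation of 0.0191. Dim probes are argued against, since the common share was 43.8% in the lowest intensity decile and 76.3% to 79.5% in the others. A difference between the days of labelling may remain. Preparation is balanced over the conditions, so the part common to all samples cancels between the condition means, and the part that differs between samples does not. For SPS1, log2(G/E) was 0.18 in preparation A and 0.057 in B.

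Of the chip sum of squares, 22.7% was a component of chip by preparation common to all biological samples, where 12.5% is expected by chance, and 7.42% was a chip difference common to all. The row of the slide and an interaction of chip with preparation cannot be told apart, because the row follows the chip and the preparation together on every array. No biological explanation was tested for either component.

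The chip share in the lowest intensity decile was 22.0% over the ORFs of the authors' table, against 58.6% over all ORFs. The larger share is consistent with the presence of ORFs outside that table, 419 of which lie in the lowest decile of all ORFs. No biological explanation was tested, since the chips of a preparation share their sample.

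For the changes of the 13 genes measured by qPCR, transcripts of a neighbouring gene are argued against as a common source. Of the 13, 7 changed in the direction of the neighbour with the larger change (exact two-sided binomial test, p = 1), against 54.7% over 5740 ORFs, and 1 of those neighbours, SPS2 beside SPS1, changed by at least as much, so that for SPS1 alone its neighbour stays open. SMA2, whose direction is left open, is not among the 7. None of the probes of the 13 genes shares a run of 14 bases with a probe of another gene on the array, and this was not compared with whole transcripts, for which no sequence was used. Cross-hybridization with related genes was tested through the changes of those genes. For FRE4, with a log2(G/E) of 2.51, the other FRE genes, FRE1 to FRE8, were all negative, the highest being FRE8 with -0.55. For GAS2, with -1.33, the lowest of the other GAS genes was GAS1 with -0.90. For DAK2, with 4.81, DAK1 had -0.13, and for RCK1, with 1.97, RCK2 had -0.29. For RSB1, at least 1.12-fold higher in ethanol, PUG1 had 0.091 and RTA1 had 1.33, both higher in glucose. For these 5 genes cross-hybridization with the related genes is argued against as the whole source of the change. For ANB1, with 0.71 (standard error 0.05), HYP2 had 0.60 (standard error 0.06) in the same direction, at the 99.4th percentile of intensity and with the longest run shared between probes, 12 bases. A change of ANB1 and cross-hybridization with HYP2 cannot be told apart, because the 2 values differ by less than 2 times the combined standard error. For OPT1, with 1.35, OPT2 had -0.029, and cross-hybridization with OPT2 and another cause cannot be told apart, because OPT2 lies at the 2.32nd percentile of intensity, close to background. Cross-hybridization with other transcripts stays open and was not tested, and so does a change in expression between the conditions.

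When all 16 arrays counted as replicates, 5574 ORFs were called, and only 1 of 100 splits of the arrays into 8 and 8, the real split included, gave as many. The highest other split gave 5141 and the median was 0. Chance cannot be excluded by this count, because the 4 arrays of a biological sample are not exchangeable with those of another, and the 4 biological samples make only 3 splits. No split by preparation, chip, row of the slide or replicate number gave as many, but each leaves the condition difference in the residual, which lowers its count in advance, so nothing is drawn from it. The same holds for the other splits of the 4 biological samples, by replicate number and crossed, which gave 0 ORFs each.

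The paper's text does not discuss the ORFs of the mitochondrial genome as a group. All 23 on the array were higher in ethanol, with a median log2(G/E) of -1.03, and 22 had a q-value of at most 0.05. The median was -0.99 without normalization and -1.02 after scale normalization, and all 23 were higher in ethanol under each. On chip 1 alone and in preparation A alone 22 were higher in ethanol, and on chip 2 alone and in preparation B alone 23 were. Dim probes are argued against, since 100% of the 17 ORFs well above the Cy5 background on all 16 arrays were higher in ethanol, with a median of -0.87 and a range of -1.91 to -0.17. The labelling of transcripts of the mitochondrion, other transcripts that hybridize to these probes and the growth condition stay open and were not tested. The nuclear genes of respiratory chain complexes III and IV had a median of -0.48.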
